# The imprinted *Zdbf2* gene finely tunes control of feeding and growth in neonates

**DOI:** 10.7554/eLife.65641

**Published:** 2022-01-20

**Authors:** Juliane Glaser, Julian Iranzo, Maud Borensztein, Mattia Marinucci, Angelica Gualtieri, Colin Jouhanneau, Aurélie Teissandier, Carles Gaston-Massuet, Deborah Bourc'his

**Keywords:** genomic imprinting, development, growth, hypothalamus, Mouse

## Abstract

Genomic imprinting refers to the mono-allelic and parent-specific expression of a subset of genes. While long recognized for their role in embryonic development, imprinted genes have recently emerged as important modulators of postnatal physiology, notably through hypothalamus-driven functions. Here, using mouse models of loss, gain and parental inversion of expression, we report that the paternally expressed *Zdbf2* gene controls neonatal growth in mice, in a dose-sensitive but parent-of-origin-independent manner. We further found that *Zdbf2*-KO neonates failed to fully activate hypothalamic circuits that stimulate appetite, and suffered milk deprivation and diminished circulating Insulin Growth Factor 1 (IGF-1). Consequently, only half of *Zdbf2*-KO pups survived the first days after birth and those surviving were smaller. This study demonstrates that precise imprinted gene dosage is essential for vital physiological functions at the transition from intra- to extra-uterine life, here the adaptation to oral feeding and optimized body weight gain.

## Introduction

Genomic imprinting is the process by which a subset of genes is expressed from only one copy in a manner determined by the parental origin. In mammals, genomic imprinting arises from sex-specific patterning of DNA methylation during gametogenesis, which generates thousands of germline differentially methylated regions (gDMRs) between the oocyte and the spermatozoa. After fertilization, the vast majority of gDMRs are lost during the epigenetic reprogramming that the embryonic genome undergoes (Seah and Messerschmidt, 2018). However, some gDMRs are protected through sequence- and DNA methylation-specific recruitment of the KRAB-associated protein 1 (KAP1) complex (Li et al., 2008; Quenneville et al., 2011; Takahashi et al., 2019) and become fixed as imprinting control regions (ICRs). Roughly 20 ICRs maintain parent-specific DNA methylation throughout life and across all tissues in mouse and human genomes, and control the mono-allelic and parent-of-origin expression of approximately 150 imprinted genes (Schulz et al., 2008; Tucci et al., 2019).

DNA methylation-based genome-wide screens have led to the conclusion that all life-long ICRs have probably been discovered (Proudhon et al., 2012; Xie et al., 2012). However, a greater number of regions are subject to less robust forms of imprinted DNA methylation, restricted to early development or persisting in specific cell lineages only. Moreover, imprinted genes are often expressed in a tissue- or stage-specific manner (Proudhon et al., 2012; Andergassen et al., 2017; Monteagudo-Sánchez et al., 2019), adding to the spatio-temporal complexity of genomic imprinting regulation. Finally, while the vast majority of imprinted genes are conserved between mice and humans, a subset of them have acquired imprinting more recently in a species-specific manner (Bogutz et al., 2019). Why is reducing gene dosage important for imprinted genes, why does it occur in a parent-of-origin manner and why is it essential for specific organs in specific species are fundamental questions in mammalian development and physiology.

Imprinted genes have long-recognized roles in development and viability in utero, by balancing growth and resource exchanges between the placenta and the fetus. Moreover, it is increasingly clear that imprinted genes also strongly influence postnatal physiology (Peters, 2014). Neonatal growth, feeding behavior, metabolic rate, and body temperature are affected by improper dosage of imprinted genes in mouse models and human imprinting disorders (Charalambous et al., 2014; Ferrón et al., 2011; Leighton et al., 1995; Li et al., 1999; Plagge et al., 2004; Nicholls et al., 1989; Buiting, 2010). Imprinting-related postnatal effects are recurrently linked to dysfunction of the hypothalamus (Ivanova and Kelsey, 2011), a key organ for orchestrating whole body homeostasis through a complex network of nuclei that produce and deliver neuropeptides to distinct targets, including the pituitary gland that in turn secretes endocrine hormones such as the growth hormone (GH). Accordingly, the hypothalamus appears as a privileged site for imprinted gene expression (Gregg et al., 2010; Higgs et al., 2021). A typical illustration of such association is provided by a cluster of hypothalamic genes whose dosage is altered in Prader-Willi syndrome (PWS). PWS children present neurological and behavioral impairments in particular related to feeding, in the context of hypothalamic neuron anomalies (Swaab, 1997; Cassidy and Driscoll, 2009). In mouse models, single inactivation of the PWS-associated *Magel2* gene results in neonatal growth retardation, reduced food intake and altered metabolism (Bischof et al., 2007; Kozlov et al., 2007; Schaller et al., 2010). Fine-tuning hypothalamic inputs is particularly important for adapting to environmental changes, the most dramatic one for mammals being the transition from intra- to extra-uterine life at birth. Early mis-adaptation to postnatal life can have far-reaching consequences on adult health, by increasing the risk of metabolic diseases. It therefore is of the utmost importance to thoroughly document the action of imprinted genes, particularly in hypothalamic functions.

*Zdbf2* (*DBF-type zinc finger- containing protein 2*) is a paternally expressed gene with preferential expression in the brain (Kobayashi et al., 2009; Greenberg et al., 2017). It is one of the last-discovered genes with life-long and tissue-wide imprinted methylation, and conserved imprinting in mice and humans, however its function is not yet resolved (Kobayashi et al., 2009; Duffié et al., 2014). We previously characterized the complex parental regulation of the *Zdbf2* locus: it is controlled by a maternally methylated gDMR during the first week of embryogenesis, but for the rest of life, it harbors a somatic DMR (sDMR) that is paternally methylated (Proudhon et al., 2012; Duffié et al., 2014; Figure 1A). The maternal gDMR coincides with a promoter that drives paternal-specific expression of a *Long isoform of Zdbf2* (*Liz*) transcript. In the pluripotent embryo, *Liz* transcription triggers in cis DNA methylation at the sDMR, allowing de-repression of the canonical promoter of *Zdbf2,* located ~10 kb downstream (Greenberg et al., 2017; Figure 1A). In fact, although specifically expressed in the embryo where it undergoes stringent multi-layered transcriptional control (Greenberg et al., 2019), *Liz* is dispensable for embryogenesis itself. Its sole function seems to epigenetically program expression of *Zdbf2* later in life: genetic loss-of-function of *Liz* (*Liz*-LOF) prevents methylation of the sDMR, giving rise to mice that cannot activate *Zdbf2*–despite an intact genetic sequence–in the hypothalamus and the pituitary gland and display reduced postnatal growth (Greenberg et al., 2017). The cause of this growth phenotype and whether it is directly linked to the function and dosage regulation of *Zdbf2* in the brain cells is unknown.

**Figure 1.**
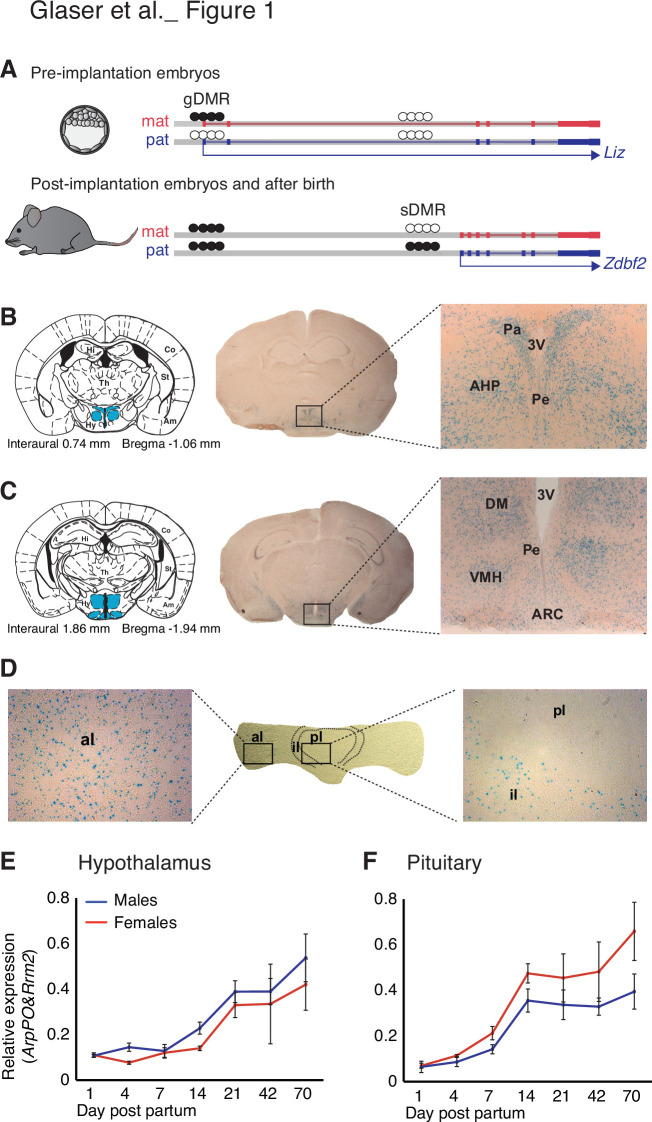
*Zdbf2* expression localizes preferentially in the neuro-endocrine cells of the hypothalamo-pituitary axis in juvenile animals. (**A**) Scheme of the *Liz/Zdbf2* locus regulation during mouse development. In the pre implantation embryos, a maternally methylated gDMR allow the paternal-specific expression of the *Long isoform of Zdbf2* (*Liz*). *Liz* expression triggers, in cis, DNA methylation at the sDMR which is localized 8 kb upstream of *Zdbf2* canonical promoter. In the post-implantation embryos and for the rest of the life, the imprint at the locus is controlled by the paternal methylation at the sDMR and this allow de-repression of *Zdbf2*, leading to its paternal-specific expression in the postnatal brain. (**B, C**) X-gal staining on brain coronal sections from 2-week-old *Zdbf2*-lacZ transgenic males. The coronal diagram from the Mouse Brain Atlas (left panel) localizes the sections in zone 40 (**B**) and zone 47 (**C**) in stereotaxic coordinates, with the hypothalamus indicated in blue. Whole brain coronal sections (middle panel) show specific staining in the hypothalamus, due to several positive hypothalamic nuclei (right panel, 20 X magnificence). Hi, hippocampus; Co, cortex; Th, thalamus; Am, amygdala; St, striatum; Hy, hypothalamus; 3 V, third ventricule; Pa, paraventricular hypothalamic nucleus; Pe, periventricular hypothalamic nucleus; AH, anterior hypothalamic area; DM, dorsomedial hypothalamic nucleus; VMH, ventromedial hypothalamic nucleus; Arc, arcuate hypothalamic nucleus. (**D**) X-gal staining on pituitary horizontal sections. The posterior lobe of the pituitary shows no X-gal staining (right panel), while staining is evenly distributed in the anterior lobe (left panel). pl, posterior lobe; il, intermediate lobe; al, anterior lobe. (**E, F**) *Zdbf2* expression measured by RT-qPCR in the hypothalamus (**E**) and the pituitary (**F**) from 1 to 70 days after birth. Data are shown as mean ± s.e.m. of n = 3 C57Bl6/J mice.

**Figure 1—figure supplement 1.**
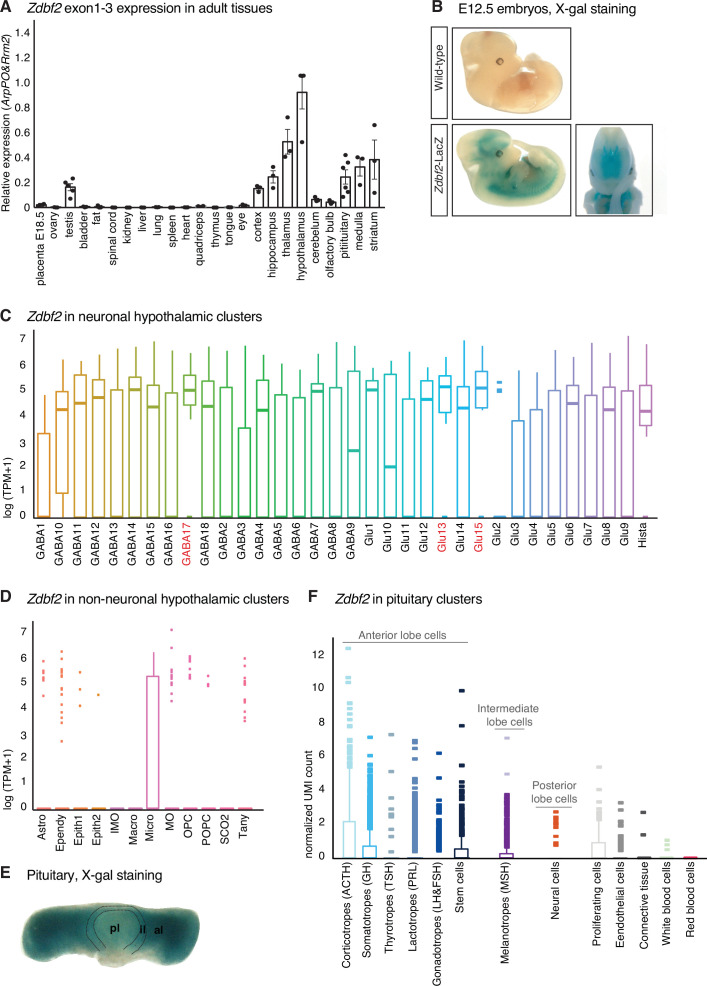
*Zdbf2* expression from pituitary and hypothalamus. (**A**) Expression of *Zdbf2* measured by RT-qPCR in a bank of adult (6 weeks old) mouse tissues. *Zdbf2* is preferentially expressed in the brain and hypothalamus is the tissue showing the highest level of expression. Data are shown as means ± s.e.m. This figure has been adapted from Greenberg et al., 2017. (**B**) Whole-mount E12.5 embryos from a WT and a *Zdbf2*-LacZ KI mutant stained with X-gal. Staining appears only in the *Zdbf2*-LacZ KI embryo, in brain regions and spinal cord. (**C, D**) Expression of *Zdbf2* in hypothalamic neuronal (**C**) and non-neuronal (**D**) cell clusters. Clusters where *Zdbf2* expression is the highest are highlighted in red. Single-cell RNA-seq datasets from the hypothalamus of 8- to 10-week-old B6D2F1 females from Chen et al., *Cell Reports*, 2017. (**E**) Whole-mount pituitary from a *Zdbf2*-LacZ KI mouse stained with X-gal. *pl,* posterior lobe; *il,* intermediate lobe; *al*, anterior lobe. (**F**) Expression of *Zdbf2* in pituitary cell clusters. *Zdbf2* expression is found predominantly in cluster of cells from the anterior and intermediate lobes. Single-cell RNA-seq datasets from pituitaries of 7-week-old C57BL/6 J males from Cheung et al., *Endocrinology*, 2018.

By generating loss-of-function (LOF) and gain-of-function (GOF) mouse mutants, we show here that ZDBF2 is necessary for optimal growth and survival during the nursing period, by stimulating hypothalamic food circuits immediately at birth. Moreover, our data support that the dose but not the parental origin of *Zdbf2* expression is important for its imprinted mode of action. Altogether, our study illustrates the critical function and proper dose regulation of *Zdbf2* for adaptation to postnatal life.

## Results

### *Zdbf2* is expressed in the neuro-endocrine cells of the hypothalamo-pituitary axis

Besides a C2H2 zinc finger motif, the ZDBF2 protein does not contain any obvious functional domain that could inform its molecular function. To gain insights into the role of *Zdbf2*, we first examined the cellular specificity and temporal dynamics of its expression. Comprehensive datasets of adult tissues expression in mice and human suggested *Zdbf2* expression is prevalent in brain tissues and pituitary gland (biogps in mouse tissues: http://biogps.org/#goto=genereport&id=73884 and GTex in human tissues: https://gtexportal.org/home/gene/ZDBF2). Our data endorse this brain and pituitary-specific expression of *Zdbf2* in adult mice and show the highest level of expression in the hypothalamus (Figure 1—figure supplement 1A; Greenberg et al., 2017). Similarly, *Zdbf2* expression was predominantly observed in the brain and the spinal cord of embryos (http://www.emouseatlas.org), a feature we confirmed at embryonic day E12.5 using a previously described *LacZ* reporter *Zdbf2* gene-trap mouse line (Figure 1—figure supplement 1B; Greenberg et al., 2017).

Using this same *Zdbf2*-LacZ reporter line, we confirmed the expression of *Zdbf2* in various brain tissues at 2 weeks of age, and more specifically, the high specificity in hypothalamic cells that belonged to the peri- and paraventricular nuclei in the anterior area (Figure 1B), and the arcuate, the dorsomedial and the ventromedial nuclei in the lateral hypothalamic area (Figure 1C). Analysis of publicly available single-cell RNA-sequencing (scRNA-seq) data further defined *Zdbf2* expression to be specific to neuronal cells and absent from non-neuronal cells of the hypothalamus (Figure 1—figure supplement 1C-D; Chen et al., 2017). The three hypothalamic clusters where *Zdbf2* was the most highly expressed were both glutamatergic (Glu13 and Glu15) and GABAergic (GABA17) neurons from the arcuate and the periventricular hypothalamic regions (Figure 1—figure supplement 1C). Same results were recently reported using different scRNA-seq datasets (Higgs et al., 2021). Interestingly, these nuclei synthesize peptides that stimulate hormone production from the pituitary gland, or that control energy balance–food intake, energy expenditure, and body temperature–by directly acting on the brain and/or more distal organs (Saper and Lowell, 2014).

*Zdbf2* being also expressed in the pituitary gland (Figure 1—figure supplement 1A), we hypothesized it could have a role in the hypothalamo-pituitary axis. When we examined the pituitary gland by X-gal staining, we found *Zdbf2* to be expressed in the anterior and intermediate lobes of the gland and almost undetectable signal in the posterior lobe (Figure 1D and Figure 1—figure supplement 1E), a pattern that was confirmed from available scRNA-seq data (Figure 1—figure supplement 1F; Cheung et al., 2018). The anterior and intermediate lobes that form the adenohypophysis are responsible for hormone production (Mollard et al., 2012). The anterior lobe secretes hormones from five different specialized hormone-producing cells under the control of hypothalamic inputs (growth hormone-GH, adrenocorticotropic hormone-ACTH, thyroid stimulating hormone-TSH, luteinizing hormone-LH and prolactin-PRL) and the intermediate lobe contains melanotrope cells (Kelberman et al., 2009). Altogether, the expression specificity of *Zdbf2* suggests a role in functions of the endocrine hypothalamo-pituitary axis and/or of the hypothalamus alone. Finally, we further found that steady-state levels of *Zdbf2* transcripts progressively rose in the hypothalamus and the pituitary gland after birth, reached their maximum at 2–3 weeks and then stabilized at later ages, in both males and females (Figure 1E and F). The expression of *Zdbf2* therefore mostly increases in juvenile pups prior to weaning.

### ZDBF2 positively regulates growth postnatally

In *Liz*-LOF mutants, *Zdbf2* failed to be activated and animals displayed postnatal body weight reduction (Greenberg et al., 2017). However, whether this was directly and only linked to *Zdbf2* deficiency was not resolved. To directly probe the biological role of ZDBF2, we therefore generated a mouse model of a genetic loss-of function of *Zdbf2*. More specifically, we engineered a ~ 700 bp deletion of the entirety of exon 6 (Figure 2A) that is common to all annotated *Zdbf2* transcripts (Duffié et al., 2014). 

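In the GENCODE vM21 annotation of the mouse genome (GRCm38), *Zdbf2* (ENSMUSG00000027520) lies on the plus strand of chromosome 1 from 63273265 to 63314576. All 3 annotated transcripts of the gene hold an exon overlapping exon 6, which runs from 63294916 to 63295046. The longest transcript has 7 exons and 12629 bp, and exon 6 makes up 1.04% of it. The last exon, exon 7, runs from 63302640 to 63314576 and holds 11937 bp, so that most of the transcript lies downstream of the deleted exon.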

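Exon 6 of *Zdbf2* is 131 bp long and leaves a remainder of 2 when divided by 3, so that joining exon 5 to exon 7 changes the reading frame. Translation of the longest annotated *Zdbf2* transcript from its annotated start codon gave 2493 amino acids with exon 6 and 19 amino acids without it, of which 15 codons are read from exon 5. The start codon of this annotation thus lies in exon 5, where the paper places the start of the reading frame in exon 4. The paper gives 2494 amino acids for the wild-type protein, and the reason for either difference is not known.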

The *Zdbf2*-∆exon6 deletion induces a frame-shift predicted to generate a severely truncated protein (wild-type 2494aa versus 19aa mutant protein) that notably lacks the zinc finger motif. As *Zdbf2* is an imprinted gene with paternal-specific expression, the deletion should exhibit an effect upon paternal but not maternal transmission. For simplicity, heterozygous mutants with a paternally inherited *Zdbf2*-∆exon6 deletion are thus referred to as *Zdbf2*-KO thereafter.

**Figure 2.**
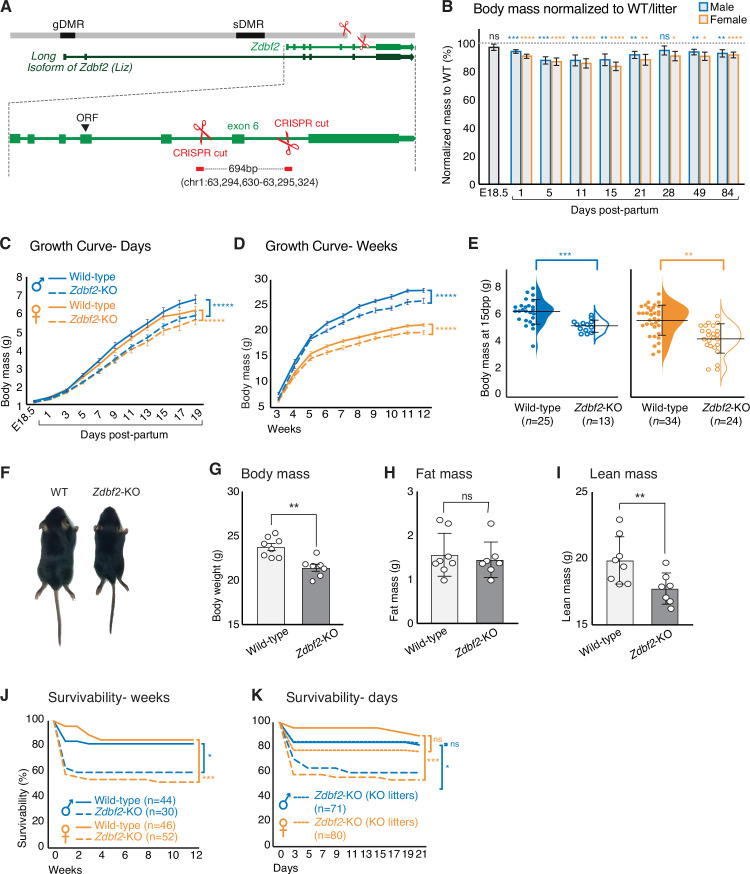
*Zdbf2*-KO mice exhibit growth reduction and partial postnatal lethality. (**A**) Graphical model of the *Zdbf2* deletion generated using two sgRNAs across exon 6. The two differentially methylated (DMR) regions of the locus are indicated (germline-gDMR, and somatic-sDMR), as well as the *Long Isoform of Zdbf2* (*Liz*). The ORF (open-reading frame) of *Zdbf2* starts in exon 4. Genomic coordinates of the deletion are indicated. (**B**) Body weight of *Zdbf2*-KO mice normalized to WT littermates (100%) followed from embryonic day E18.5–84 days post-partum. Data are shown as means ± s.e.m. from individuals from n = 27 litters. Statistical analyses were performed by a two-tailed, unpaired, non-parametric Mann Whitney t-test. **** p ≤ 0.0001, ***p ≤ 0.001,**p ≤ 0.01, *p ≤ 0.05. (**C, D**) Growth curve comparing the body weights of WT and *Zdbf2*-KO mice prior to weaning, from E18.5 to 19dpp (**C**) and over 3 months after birth (**D**). n = 15–50 mice were analyzed per genotype, depending on age and sex. Statistical analyses were performed by a two-way ANOVA test. **** p ≤ 0.0001. (**E**) Half dot plot- half violin plot showing the weight distribution in 2-week-old males (left) and females (right) of WT and *Zdbf2*-KO genotypes. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. ***p ≤ 0.001, **p ≤ 0.01. (**F**) Representative photography of a smaller 2 week-old *Zdbf2*-KO male compared to a WT littermate. (**G–I**) Dual-energy X-ray absorptiometry (DXA) analysis showing the calculation of body mass (**G**), fat mass (**H**) and lean mass (**I**) in WT and *Zdbf2*-KO males at 7 weeks. Data are shown as means ± s.e.m. from n = 8 WT and n = 7 *Zdbf2*-KO males. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. **p ≤ 0.01. (**J–K**) Kaplan-Meier curves of the survivability from birth to 12 weeks of age comparing WT (plain lines) and *Zdbf2*-KO (dotted lines) littermates from WT x *Zdbf2* KO/WT backcrosses (**J**). Impaired survivability occurs specifically from the first day to 2 weeks of age. Kaplan-Meier curves of the survivability from 1 to 21 dpp comparing *Zdbf2*-KO pups generated from WT x *Zdbf2* KO/KO intercrosses, with *Zdbf2*-KO and their WT littermates generated from WT x *Zdbf2* KO/WT backcrosses as in J (**K**). *Zdbf2*-KO pups are more prone to die only when they are in competition with WT littermates (small dotted lines), while *Zdbf2*-KO pups have a normal survivability when they are not with WT littermates (large dotted lines). Statistical analyses were performed by a two-tailed, Chi2 test on the last time point for each curves (12 weeks for (**J**) and 21 days for (**K**)). ***p ≤ 0.001, *p ≤ 0.05. Figure 2—source data 1.Survivability counts from different transmission of the *Zdbf2*-KO allele.(**A**) Number of living pups followed every two days from 1 to 21dpp and every week from 21 to 84dpp from 24 litters coming from [female WT x male *Zdbf2* KO/WT] crosses (*Zdbf2*-KO paternal transmission). These 24 litters come from four different crosses including 8 females and 4 males. Day one corresponds to the day of birth (1dpp). We can observe that the number of living *Zdbf2*-KO (males and females) starts decreasing from 3dpp onwards. (**B**) Number of living pups followed every two days from 1 to 21dpp and every week from 21 to 84dpp from 21 litters coming from [female WT x male *Liz*-LOF] crosses (*Liz*-LOF paternal transmission). These 21 litters come from five different crosses including 10 females and 5 males. Day one corresponds to the day of birth (1dpp). We can observe that the number of living *Liz*-LOF (males and females) starts decreasing from 3dpp onwards. (**C**) Number of living pups followed every week from 1 to 84dpp from 11 litters coming from [female *Zdbf2* KO/WT x male WT] crosses (*Zdbf2*-Δexon6, maternal transmission, silent mutation). These 11 litters come from two different crosses including 4 females and 2 males. We did not observe any survivability bias within those litters. (**D**) Number of living pups followed every two days from 1 to 21dpp and every week from 21 to 84dpp from 11 litters coming from [female *Liz*ΔgDMR x male WT] crosses (*Liz*ΔgDMR, maternal transmission). These 11 litters come from two different crosses including 4 females and 2 males. Day one corresponds to the day of birth (1dpp). We did not observe any survivability bias within those litters. (**E**) Number of living pups followed every day from 1 to 21dpp from 19 litters coming from [female WT x male *Zdbf2* KO/KO] crosses (*Zdbf2*-KO, homozygote transmission). These 19 litters come from five different crosses including 10 females and 5 males. All pups from these crosses inherited a mutated allele from their dad and are thus *Zdbf2*-KO. We did not observe any survivability bias within those litters.

**Figure 2—figure supplement 1.**
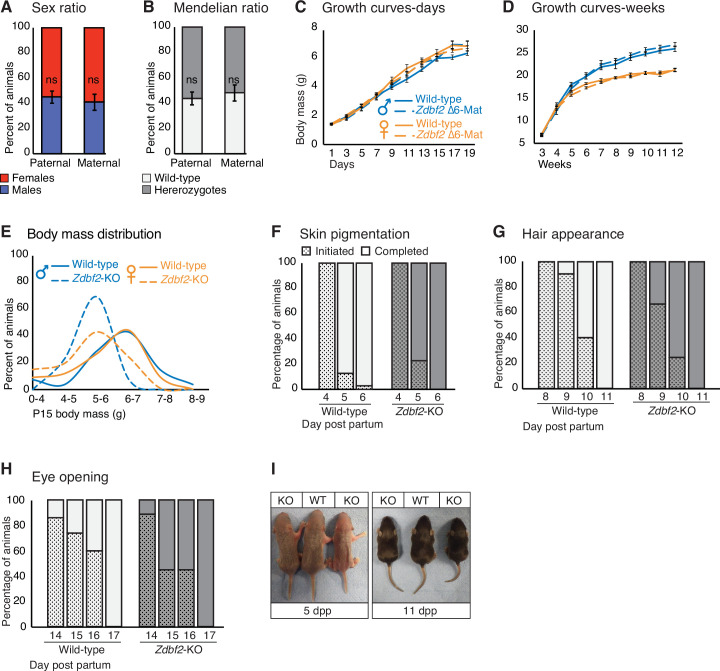
*Zdbf2*-KO pups acquire normal hallmarks of postnatal development. (**A, B**) Sex ratio (**A**) and genotype ratio (**B**) observed at birth (1dpp) among *Zdbf2* heterozygotes from paternal and maternal transmission of the deletion after three backcrosses. Data are shown as means ± s.e.m. from individuals from n = 32 and 12 litters from paternal and maternal transmission respectively. Statistical analyses were performed by a two-tailed, Chi2 test. (**C, D**) Growth curves as in Figure 2C and D, respectively, but comparing mutants with a maternal transmission of the *Zdbf*2 deletion with their WT littermates. (**E**) Body mass distribution of 2 week-old *Zdbf2*-KO mice grouped into bins. The weight reduction phenotype appears to be highly penetrant in both males and females. (**F–H**) Graphical representation of the timing of three typical hallmarks of postnatal development: skin pigmentation (**F**), hair appearance (**G**) and eye opening (**H**) between WT and *Zdbf2*-KO littermates. Data are shown from n = 18 wild-type and n = 10 *Zdbf2*-KO animals. (**I**) Representative photography of WT and *Zdbf2*-KO female littermates at 5dpp (left) and 11dpp (right).

**Figure 2—figure supplement 2.**
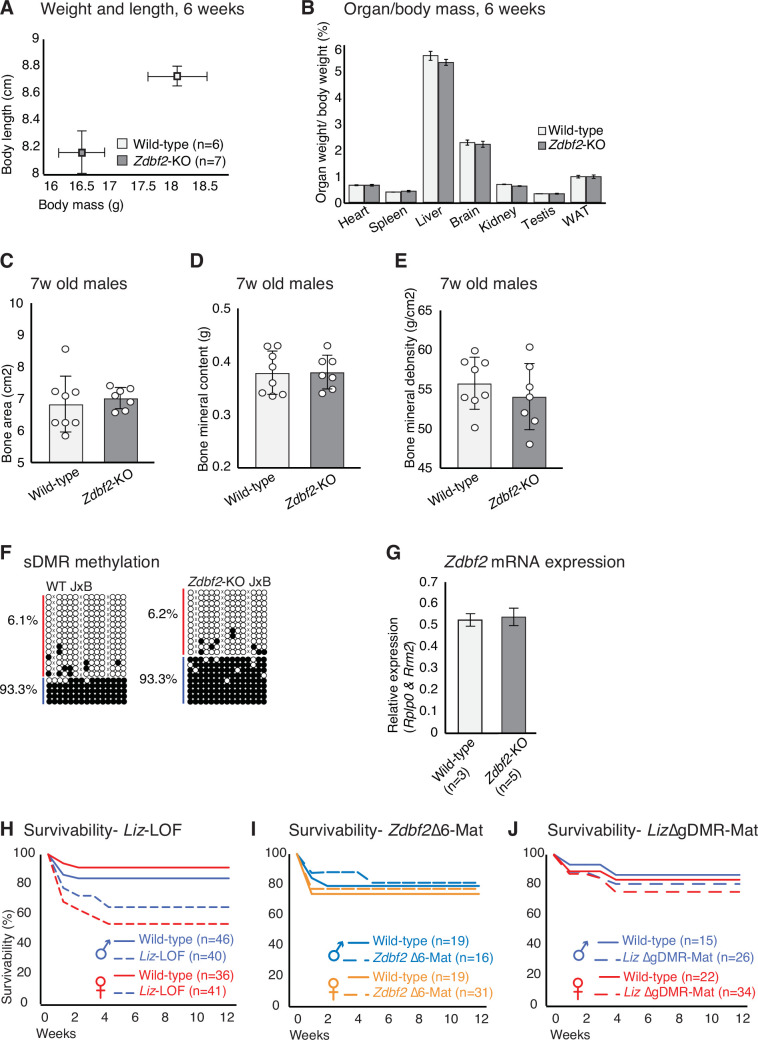
Phenotypic and molecular characterization of *Zdbf2* mutants. (**A**) Average body length and weight of *n* WT and *Zdbf2*-KO mice at 6 weeks. (**B**) Individual organ weight plotted as percentage of total body weight in *Zdbf2-*KO mice and WT littermates at 6 weeks. (**C–E**) Dual-energy X-ray absorptiometry (DXA) showing calculation of bone area (**C**), bone mineral content (**D**) and bone mineral density (**E**). Data are shown as means ± s.e.m from n = 8 WT and 7 *Zdbf2*-KO males. (**F**) Bisulfite cloning and sequencing of the sDMR from hypothalamus DNA of 3 week-old hybrid WT (top) and *Zdbf2*-KO (bottom) mice (JF1 x *Zdbf2*-KO cross) reveals that the deposition of DNA methylation at the sDMR is not affected by *Zdbf2* deletion. Red, maternal alleles; blue, paternal alleles. cross, informative JF1 SNP. (**G**) RT-qPCR measuring *Zdbf2* expression from exon 1–3 in 3-week-old hypothalamus reveals that *Zdbf2* transcriptional output is not affected by the deletion of the exon 6. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. **p ≤ 0.01. (**H–J**) Kaplan-Meier curves of the survivability as in Figure 2I but comparing WT and *Liz*-LOF males and females (**I**), WT and *Zdbf2*-∆exon6 males and females upon maternal transmission of the deletion (**J**) and WT and *Liz*-∆gDMR males and females upon maternal transmission of the deletion (**K**).

At birth, we found that *Zdbf2*-KO animals were present at expected sex and Mendelian ratios (Figure 2—figure supplement 1A-B). However, while there was no difference in body mass prior to birth (E18.5), *Zdbf2*-KO neonates of both sexes appeared smaller than WT littermates already at 1 and 5 days of postnatal life (day post-partum, dpp) (Figure 2B–C), indicating slower growth in the first days after birth. At 15dpp, *Zdbf2*-KO mice were 20% lighter than their WT littermates (Figure 2B and E–F). Lower body mass persisted into adulthood, measured up to 12 weeks of age (Figure 2D). As predicted, when present on the maternal allele, the *Zdbf2*-∆exon six deletion had no discernable growth effect (Figure 2—figure supplement 1C-D).

The reduced body weight phenotype was highly penetrant (Figure 2—figure supplement 1E) and was not obviously due to a developmental delay: *Zdbf2*-KO pups and their WT littermates synchronously acquired typical hallmarks of postnatal development (skin pigmentation, hair appearance and eye opening) (Figure 2—figure supplement 1F-I). The growth phenotype appeared to be systemic: it affected both the body length and mass of *Zdbf2*-KO animals (Figure 2—figure supplement 2A) and a range of organs uniformly (Figure 2—figure supplement 2B). To gain insight into the origin of the body mass restriction, we performed dual-energy X-ray absorptiometry (DEXA) scan at 7 weeks of age to measure in vivo the volume fraction of the three dominant contributors to body composition: adipose, lean, and skeletal tissues (Chen et al., 2012). While we confirmed that adult *Zdbf2*-KO males exhibit an overall body mass reduction (Figure 2G), we did not observe difference in the composition of fat and bone tissues (Figure 2H and Figure 2—figure supplement 2C-E). However, *Zdbf2*-KO mice had decreased lean mass (Figure 2I). Collectively, the above analyses demonstrate that the product of *Zdbf2* positively regulates body mass gain in juvenile mice.

In conclusion, *Zdbf2*-KO animals exhibit the same growth defect that we previously reported in *Liz*-LOF mice, with identical postnatal onset and severity (Greenberg et al., 2017). However, contrary to the *Liz*-LOF mice, the regulatory landscape of the paternal allele of *Zdbf2* was intact in *Zdbf2*-KO mice: DNA methylation of the sDMR located upstream of *Zdbf2* was normal, and accordingly, *Zdbf2* transcription was activated (Figure 2—figure supplement 2F-G). This supports that *Liz* transcription in the early embryo—which is required for sDMR DNA methylation (Greenberg et al., 2017)—is not impacted in the *Zdbf2*-KO model. We therefore show that a genetic mutation of *Zdbf2* (*Zdbf2*-KO) and a failure to epigenetically program *Zdbf2* expression (*Liz*-LOF) are phenotypically indistinguishable. As *Liz*-LOF mice show a complete lack of *Zdbf2* expression (Greenberg et al., 2017), this incidentally supports that *Zdbf2*-KO mice carry a null *Zdbf2* allele. Unfortunately, we failed to specifically detect the mouse ZDBF2 protein with commercial or custom-made antibodies.

### *Zdbf2*-KO neonates are small or die prematurely within the first week of age

Growth restriction during the nursing period could dramatically impact the viability of *Zdbf2*-KO pups. Indeed, analysis of *Zdbf2*-KO cohorts revealed that although there was no Mendelian bias at 1dpp (Figure 2—figure supplement 1B), a strong bias was apparent at 20dpp: 75 WT and 44 *Zdbf2*-KO animals were weaned among n = 27 litters, while a 50/50 ratio was expected. Postnatal viability was the most strongly impaired within the first days after birth, with only 56% of *Zdbf2*-KO males and 52% of *Zdbf2*-KO females still alive at 3dpp, compared to 84% and 88% of WT survival at this age (Figure 2J and Figure 2—source data 1A). Importantly, a partial postnatal lethality phenotype was also present in *Liz*-LOF mutants who are equally growth-restricted as a result of *Zdbf2* deficiency (Figure 2—figure supplement 1H and Figure 2—source data 1B), but did not occur when the mutation was transmitted from the silent maternal allele harboring either the *Zdbf2* deletion (Figure 2—figure supplement 1I and Figure 2—source data 1C) or the *Liz* deletion (Figure 2—figure supplement 1J and Figure 2—source data 1D).

To determine whether partial lethality was due to a vital function of ZDBF2, per se, or to a competition with WT littermates, we monitored postnatal viability in litters of only *Zdbf2*-KO pups generated from crosses between WT females x homozygous *Zdbf2*-KO/KO males. Litter sizes were similar than the ones sired by *Zdbf2*-KO/WT males. However, when placed in an environment without WT littermates, *Zdbf2*-KO pups gained normal viability (Figure 2K and Figure 2—source data 1E). Perinatal mortality was thus rescued when there was no competition with WT littermates. Incidentally, this shows that *Zdbf2*-KO pups are mechanically able to ingest milk. Overall, our detailed study of the *Zdbf2*-KO phenotype reveals that smaller *Zdbf2*-KO neonates have reduced fitness compared to their WT littermates. In absence of ZDBF2, after a week of life, half of juvenile pups did not survive and the other half failed to thrive.

### Postnatal body weight control is highly sensitive to *Zdbf2* dosage

The physiological effects of imprinted genes are intrinsically sensitive to both decreases and increases in the expression of imprinted genes. We therefore went on assessing how postnatal body weight gain responded to varying doses of the imprinted *Zdbf2* gene. We first analyzed the growth phenotype resulting from partial reduction in *Zdbf2* dosage, as compared to a total loss of *Zdbf2* in *Zdbf2*-KO mice. For this, we used the *LacZ* reporter *Zdbf2* gene-trap mouse line (Greenberg et al., 2017), in which the insertion of the *LacZ* cassette downstream of exon five does not fully abrogate the production of full-length *Zdbf2* transcripts (Figure 3—figure supplement 1A). Upon paternal inheritance of this allele, animals still express 50% of WT full-length *Zdbf2* mRNA levels in the hypothalamus and the pituitary gland (Figure 3—figure supplement 1B-C). Interestingly, these mice displayed significant weight reduction at 7 and 14dpp compared to their WT littermates (Figure 3—figure supplement 1D), but less severe than *Zdbf2*-KO mice (Figure 2B–D). At 14dpp, we observed an 8% body mass reduction in males, which is incidentally half the growth reduction observed in *Zdbf2*-KO mice for the same age range.

We then assessed the consequences of increased *Zdbf2* dosage with the hypothesis that this would lead to excessive body mass gain after birth as opposed to reduced *Zdbf2* dosage. For this, we took advantage of a *Zdbf2* gain-of-function (GOF) line that we serendipitously obtained when generating *Liz* mutant mice (Greenberg et al., 2017). The *Zdbf2*-GOF lines carry smaller deletions than what was initially aimed for (924 bp and 768 bp instead of 1.7 kb), resulting from non-homologous end joining (NHEJ) repair of the cut induced by the left sgRNA only (Figure 3—figure supplement 1E-F). Both deletions removed only 5’ portions of the gDMR and *Liz* exon 1, leaving some part of exon 1 intact, and induces an epigenetic ‘paternalization’ of the maternal allele of the locus. While sDMR methylation exclusively occurs on the paternal allele in WT embryos, animals that maternally inherit this partial deletion also acquired sDMR methylation on the maternal allele (Figure 3A and Figure 3—figure supplement 1F-H). Indeed, important, but not complete, sDMR DNA methylation was observed (65% on the maternal allele compared to 95% on the paternal allele, Figure 3—figure supplement 1H). This was associated with *Zdbf2* activation from the maternal allele, although slightly less than from the WT paternal allele (Figure 3B–C). As a consequence, *Zdbf2*-GOF animals exhibit bi-allelic *Zdbf2* expression, with a net 1.7-fold increase of *Zdbf2* levels in postnatal hypothalamus and pituitary gland, as compared to WT littermates that express *Zdbf2* mono-allelically, from the paternal allele only. In sum, we have generated mutant mice with loss-of-imprinting of the *Zdbf2* locus.

**Figure 3.**
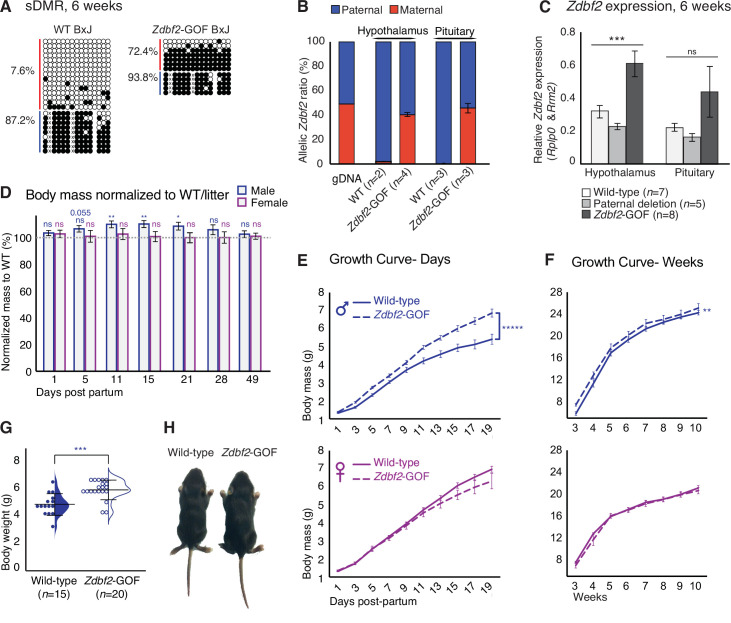
*Zdbf2* influences postnatal growth in a dose-dependent manner. (**A**) Bisulfite cloning and sequencing showing CpG methylation levels at the sDMR locus of hypothalamus DNA from 6-week-old hybrid WT (left) and *Zdbf2*-GOF (right) mice (*Zdbf2*-GOF±x JF1 cross). Red, maternal alleles; blue, paternal alleles. cross, informative JF1 SNP. (**B**) Allelic expression of *Zdbf2* in hypothalamus and pituitary gland from 3-week-old mice, measured by RT-pyrosequencing. Genomic DNA extracted from a C57Bl/6 x JF1 hybrid cross was used as a control for pyrosequencing bias. (**C**) RT-qPCR measurement reveals a ~ 1.7-fold-increase of *Zdbf2* expression in the hypothalamus and pituitary gland of 3-week-old mice with a maternal transmission of the deletion. Expression of *Zdbf2* in mice carrying the deletion on the paternal allele is similar to WT. Statistical analyses were performed by a one-way ANOVA test. ***p ≤ 0.001. (**D**) Normalized body growth of *Zdbf2*-GOF mice to their WT littermates (100%) followed at different ages (1–84 days) from n = 14 litters. The overgrowth is seen specifically in males, from 5 to 28 days. Statistical analyses were performed by a two-tailed, unpaired, non-parametric Mann Whitney t-test. **p ≤ 0.01, *p ≤ 0.05. The number on top of the data at 5dpp indicate a non-significant but close to be p*-*value. (**E, F**) Growth curves of female and male mice, comparing the body weights of WT and *Zdbf2*-GOF, through the three first weeks of life (**D**) and through 10 weeks (**E**). n = 10–30 mice were analyzed per genotype, depending on age and sex. Statistical analyses were performed by a two-way ANOVA test. **** p ≤ 0.0001, **p ≤ 0.01. (**G**) Half dot- half violin plots showing the weight distribution at 2 weeks of age between WT and *Zdbf2*-GOF males. Data are shown as means ± s.e.m. from *n* individuals. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. *** p ≤ 0.005. (**H**) Representative photography of a bigger *Zdbf2*-GOF male as compared to a WT littermate at 2 weeks.

**Figure 3—figure supplement 1.**
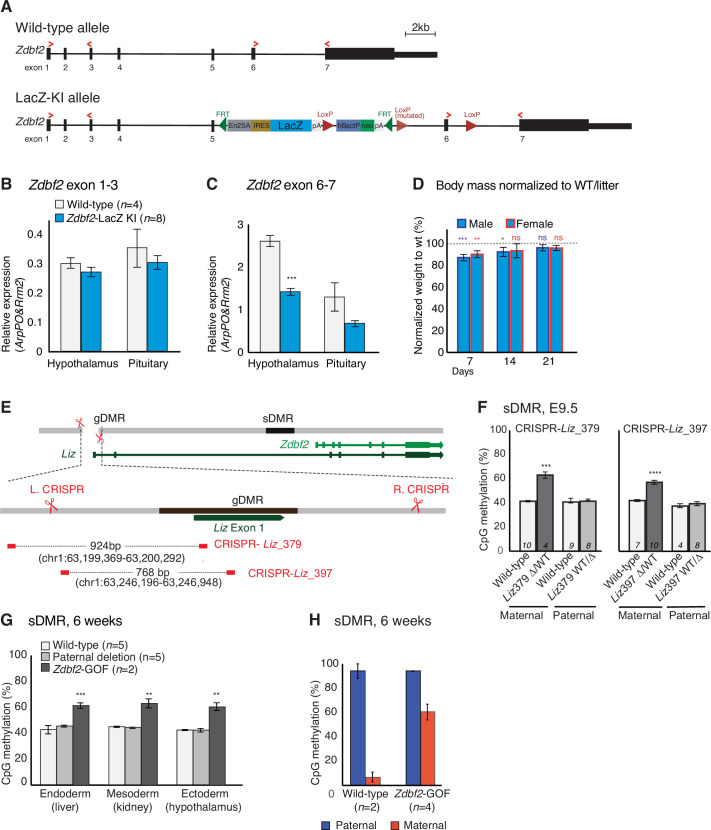
Characterization of partial *Zdbf2*-LOF and *Zdbf2*-GOF mouse lines. (**A**) Scheme of the wild-type and LacZ-KI *Zdbf2* alleles. The seven exons of the *Zdbf2* transcript are represented by black boxes and the primers used for the RT-qPCR in (**B,C**) are labeled as red arrows. The LacZ-KI allele contains an insertion of: a trapping cassette (En2SA-IRES-LacZ-pA), a Neo cassette under the human beta-actin promoter (hbactP-Neo-pA), FRT sites to delete the two cassettes and LoxP sites to delete the *Zdbf2* exon 6. However, we found the middle LoxP site to be non-functional because of a point mutation in the original EUCOMM-provided ES cells. (**B, C**) *Zdbf2* expression measured by RT-qPCR from exon 1–3 (**B**) and exon 6–7 (**C**) in hypothalamus and pituitary of WT and *Zdbf2*-LacZ KI individuals. The beta-galactosidase insertion leads to a ~ 2 fold decrease in *Zdbf2* expression at exon 6–7, probably due to exon skipping. Data are shown as means ± s.e.m. from *n* individuals. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. ***p ≤ 0.001. (**D**) Normalized body growth of *Zdbf2*-LacZ KI mice to their WT littermates (100%) followed at 1, 2, and 3 weeks shows a slight decrease in weight of both males and females. Data are shown as means ± s.e.m. from eight litters. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. * p ≤ 0.05, ** p ≤ 0.01, ***p ≤ 0.005. (**E**) Graphic model of the ΔgDMR CRISPR deletion leading to the generation of the *Liz_379* founder line (*Zdbf2*-GOF). Deletion is the results of a single cut by Cas9 at the left sgRNA position, followed by NHEJ. (**F**) Bisulfite-pyrosequencing from post-implantation embryos at E9.5 shows increase of sDMR CpG methylation only upon maternal transmission of the deletion, both in *Liz*_379 (left) and *Liz*_397 (right) CRISPR lines. (**G**) Bisulfite-pyrosequencing shows increased sDMR methylation in tissues from 6-week-old mice when the deletion is maternally transmitted. The paternal transmission of the deletion behaves as silent. (**H**) Quantification of allelic sDMR CpG methylation measured by bisulfite cloning and sequencing from n WT and *Zdbf2*-GOF adult tissues. The gain of sDMR methylation from the maternal allele in the mutant compared to their WT littermates is about 65%.

**Figure 3—figure supplement 2.**
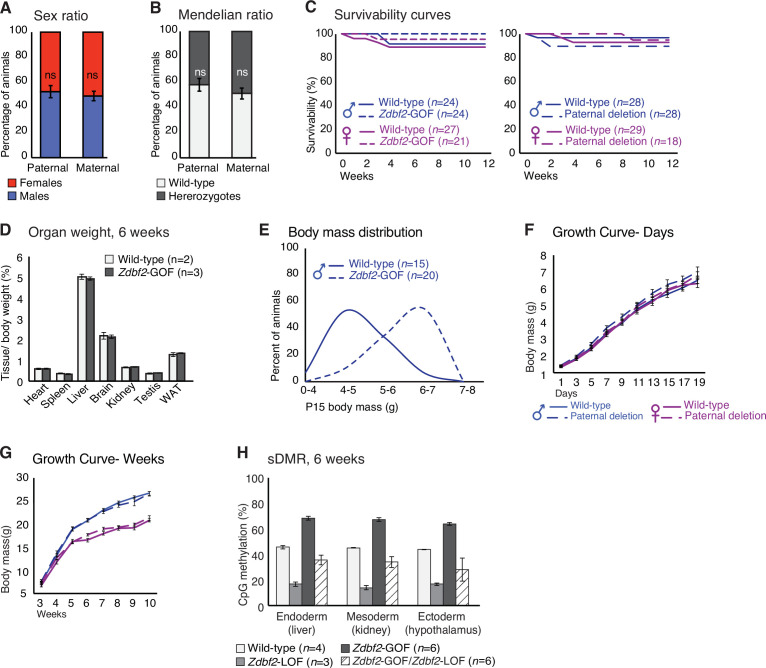
Phenotypic characterization of *Zdbf2*-GOF mutants. (**A, B**) Sex ratio (**A**) and genotype ratio (**B**) observed at birth among heterozygotes upon paternal and maternal transmission of the *Zdbf2*-GOF mutation after three backcrosses of the *Liz*_379 line. Data are shown as means ± s.e.m. from individuals from n = 15 and 20 litters from paternal and maternal transmission respectively. Statistical analyses were performed by a two-tailed, Chi2 test. (**C**) Kaplan-Meier curves of the survivability from birth to 12 weeks showing no lethality phenotype upon maternal (left) and paternal (right) transmission of the deletion, both in males and females. Data are shown as means ± s.e.m. from *n* individuals. (**D**) Individual organ weight plotted as percentage of total body weight in *Zdbf2-*GOF mice and WT littermates at 6 weeks. (**E**) Body mass distribution of 2-week-old *Zdbf2-*GOF males grouped into bins. The male specific overgrowth phenotype appears to be penetrant. (**F, G**) Growth curves as in Figure 5D and E, but comparing the mutants with a paternal transmission of the deletion with their WT littermates. The paternal deletion behaves as a silent mutation with no growth-related phenotype in the progenies. n = 10–25 mice were analyzed per genotype, depending on age and sex. (**H**) Bisulfite-pyrosequencing shows an almost complete rescue of the *Zdbf2*-LOF defects of sDMR methylation in tissues of *Zdbf2*-GOF /*Zdbf2-*LOF mice at 6 weeks. Data are shown as means ± s.e.m. from *n* individuals. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. *p ≤ 0.05

Importantly, we found that increased *Zdbf2* dosage was impactful for postnatal body mass, specifically in males (Figure 3D–H). From 10 to 21dpp, *Zdbf2*-GOF juvenile males were 10% heavier when normalized to the average WT siblings from the same litter (Figure 3D) but their viability was similar to that of WT controls (Figure 3—figure supplement 2A-C). Similar to growth restriction observed in *Zdbf2*-KO mutant mice, males *Zdbf2*-GOF remained heavier than WT littermates into adult life, as measured until 10 weeks of age (Figure 3F), and a range of organs were uniformly affected (Figure 3—figure supplement 2D). *Zdbf2*-GOF males were significantly overweighed at 15dpp (Figure 3G–H) and the body mass distribution of males *Zdbf2*-GOF showed most of them were larger than WT controls (Figure 3—figure supplement 2E). Although *Zdbf2* was overexpressed in both *Zdbf2*-GOF males and females, the male-specific overgrowth phenotype may imply stimulation of the phenotype by sex hormones, directly or indirectly. Comparatively, progenies from a paternal transmission of the deletion showed a growth progression similar to their WT littermates (Figure 3—figure supplement 2F-G). Overall, these data illustrate the importance of *Zdbf2* for the regulation of postnatal body weight gain at the onset of postnatal life. We therefore demonstrate that the *Zdbf2* imprinted gene encodes a genuine positive regulator of postnatal body weight gain in mice, with highly attuned dose-sensitive effects.

### *Zdbf2* regulates postnatal growth in a parent-of-origin independent manner

Imprinted genes with a paternal expression generally tend to enhance prenatal and postnatal growth (Haig, 2000). Consistently, we found that the paternally expressed *Zdbf2* gene promotes postnatal weight gain. Having determined the dosage effect of *Zdbf2*, we next wondered what role plays the paternal origin of *Zdbf2* expression on postnatal body weight. To invert *Zdbf2* parental expression*,* we intercrossed the *Liz*-LOF and *Zdbf2*-GOF lines, which consist in a maternalization of the paternal allele and a paternalization of the maternal allele of *Zdbf2*, respectively. By crossing an heterozygous *Zdbf2*-GOF female with an heterozygous *Liz*-LOF male (Figure 4A, left panel), four genotypes can segregate in the progeny, with littermates displaying various dosage and parent-of-origin expression of *Zdbf2* (Figure 4A): (1) wild-type animals with one dose of paternal *Zdbf2* expression, (2) animals with a paternal *Liz*-LOF allele and lack of *Zdbf2* expression (equivalent to a *Zdbf2*-loss-of-function, *Zdbf2*-LOF), (3) animals with a maternal *Zdbf2*-GOF allele and biallelic *Zdbf2* expression, and finally, (4) animals with combined maternal *Zdbf2*-GOF and paternal *Zdbf2-*LOF alleles and potentially, mono-allelic, reverted maternal expression of *Zdbf2* (Figure 4A, right panel).

**Figure 4.**
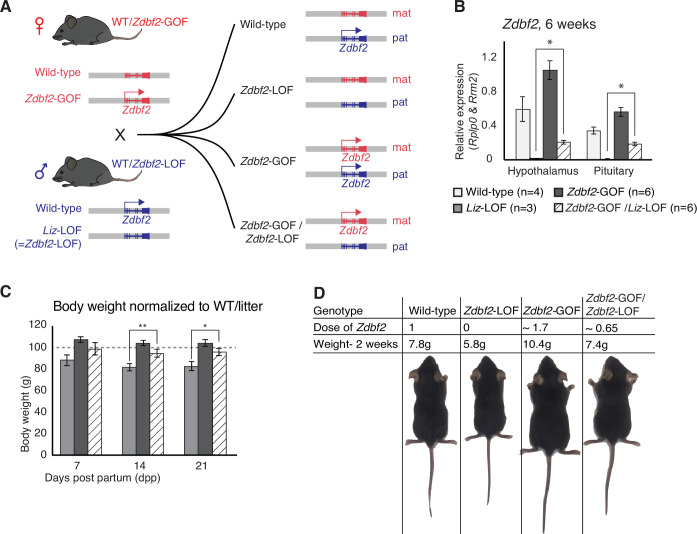
*Zdbf2* influences postnatal growth in a parent-of-origin-independent manner. (**A**) Scheme of the cross made to obtain embryos with an inversion of the parental origin of *Zdbf2* expression. *Zdbf2*-GOF heterozygote females were crossed with heterozygote males for the *Liz*-LOF deletion–which we demonstrated as equivalent to a *Zdbf2*-LOF allele–(left) to obtain one quarter of embryos expressing one dose of *Zdbf2* from the maternal allele (right, bottom). (**B**) *Zdbf2* expression in the hypothalamus and the pituitary gland is shown in males for each of the four possible genotypes. The level of *Zdbf2* in *Zdbf2*-GOF /*Zdbf2*-LOF mice almost completely rescues the defect seen in *Zdbf2*-LOF and *Zdbf2*-GOF mutants. Data are shown as means ± s.e.m. from *n* individuals. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. * p ≤ 0.05. (**C**) Normalized body growth of *Zdbf2-*LOF, *Zdbf2*-GOF and *Zdbf2*-GOF /*Zdbf2*-LOF males to their WT littermates (100%) followed at 7, 14, and 21 days after birth. *Zdbf2*-GOF /*Zdbf2*-LOF adult mice exhibit a body weight similar to the WT showing a partial rescue of the growth reduction and overgrowth phenotype due to respectively the lack of *Zdbf2* and the gain of *Zdbf2* expression in the brain. Data are shown as means ± s.e.m. from individuals from n = 17 litters. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. * p ≤ 0.05; ** p ≤ 0.01. (**D**) Representative photography of four males littermates from a *Zdbf2*-GOF x *Zdbf2*-LOF cross (as shown in A) at 2 weeks of age. For each animal, genotype, dose of *Zdbf2* expression and weight are indicated.

The uniform strain background of the two lines did not allow us to use strain-specific sequence polymorphisms to distinguish the parental origin of *Zdbf2* regulation in the compound *Zdbf2*-GOF/*Zdbf2*-LOF animals. However, we found that compared to single *Zdbf2*-LOF mutants, the presence of the maternal *Zdbf2*-GOF allele restored DNA methylation levels at the sDMR locus in all tissues of *Zdbf2*-GOF/*Zdbf2*-LOF mutants, with an average of 43.5% CpG methylation compared to the expected 50% in WT (Duffié et al., 2014; Figure 3—figure supplement 2H). By RT-qPCR, *Zdbf2* mRNA levels were also increased in the hypothalamus and pituitary gland of *Zdbf2*-GOF/*Zdbf2*-LOF animals compared to single *Zdbf2*-LOF animals (Figure 4B), which strongly suggests that expression comes from the maternal *Zdbf2*-GOF allele. Accordingly, *Zdbf2* expression level in *Zdbf2*-GOF/*Zdbf2*-LOF animals was on average 0.65-fold the one of WT animals, which is congruent with the partial paternalization of the maternal *Zdbf2*-GOF allele we reported (Figure 4B and Figure 3—figure supplement 2H). Most importantly, restoration of *Zdbf2* expression by the maternal *Zdbf2*-GOF allele–even though incomplete–was sufficient to rescue the postnatal body weight phenotype in compound *Zdbf2*-GOF/*Zdbf2*-LOF males compared to their single *Zdbf2*-LOF brothers (Figure 4C and D). From a body weight reduction of 20% reported in *Liz*-LOF or *Zdbf2*-KO animals at the same age, it was attenuated to only 4% in *Zdbf2*-GOF/*Zdbf2*-LOF animals (Figure 4C), showing that maternal *Zdbf2* expression is as functional as paternal *Zdbf2* expression. Altogether, these results crystallize the importance of *Zdbf2* dosage in regulating postnatal body weight and most importantly, demonstrate that the dose but not the parental origin matters for *Zdbf2* function.

### *Zdbf2*-KO growth phenotype is correlated with decreased IGF-1 in the context of normal development of the hypothalamo-pituitary axis

Having demonstrated the growth promoting effect of *Zdbf2*, we next tackle the question of how it influences newborns weight and survival. As *Zdbf2* is expressed in the neuroendocrine cells of the hypothalamo-pituitary axis, the phenotype of *Zdbf2*-KO animals may lay in a defect in producing growth-stimulating pituitary hormones. When we assessed the development and functionality of the hypothalamus and pituitary gland prior to birth, we did not detect any morphological nor histological defects in *Zdbf2*-KO embryos (Figure 5—figure supplement 1A-C). Normal expression of major transcriptional regulators confirmed proper cell lineage differentiation in the *Zdbf2*-KO developing pituitary (Figure 5—figure supplement 1B; Raetzman et al., 2002; Rizzoti, 2015; Kelberman et al., 2009). Immunohistochemistry at E18.5 further indicated that *Zdbf2*-KO pituitary cells acquire normal competency for producing hormones (Figure 5—figure supplement 1D). Similarly, hypothalamic peptides were expressed in comparable levels in *Zdbf2*-KO and WT embryos, as assessed by in situ hybridization analysis (Figure 5—figure supplement 1E-F; Biran et al., 2015). In sum, the embryonic hypothalamo-pituitary axis develops normally in the absence of *Zdbf2*. Our data implies that the postnatal growth phenotype does not result from impaired establishment or programming of this axis during embryogenesis.

We then went on to analyze the functionality of the hypothalamo-pituitary axis in producing hormones after birth. Again, GH, ACTH, TSH, LH and PRL all appeared to be normally expressed in the pituitary glands of *Zdbf2*-KO juvenile animals (immunohistochemistry at 15dpp) (Figure 5A). Although we cannot exclude subtle dysfunctionalities, our results suggest that *Zdbf2* deficiency does not drastically compromise pituitary hormone production. Measured plasma GH levels in *Zdbf2*-KO animals also showed functional hormone release at 5 and 15dpp (Figure 5B).

**Figure 5.**
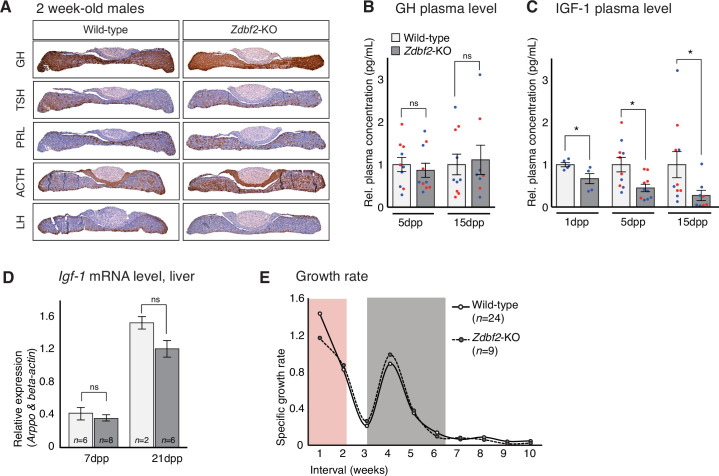
*Zdbf2*-KO phenotype is linked to defective IGF-1 signaling immediately after birth. (**A**) Pituitary hormone production is globally normal in *Zdbf2*-KO mice, as assessed by immunohistochemistry on 15dpp pituitary sections. (**B, C**) Circulating levels of GH at 5 and 15dpp (**B**) and of IGF-1 at 1, 5, and 15 dpp (**C**) in the plasma of WT and *Zdbf2*-KO mice. Data are shown as means ± s.e.m. of the relative expression to WT values from *n* replicates. Red and blue dots: females and males data points, respectively. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. *p ≤ 0.05. (**D**) RT-qPCR from postnatal liver measuring the level of *Igf-1* mRNAs between WT and *Zdbf2*-KO mice at 7 and 21dpp. Data are shown as means ± s.e.m from *n* WT and *Zdbf2*-KO animals. (**E**) Specific growth rate calculated from body weight of WT and *Zdbf2*-KO males from 1 to 10 weeks of age using the following equation: [(weight t2 - weight t1)/ weight t1]. Pink area: reduced growth rate in *Zdbf2*-KO pups compared to WT littermates; Grey area: growth rate of *Zdbf2*-KO mice exceeds the WT growth rate.

**Figure 5—figure supplement 1.**
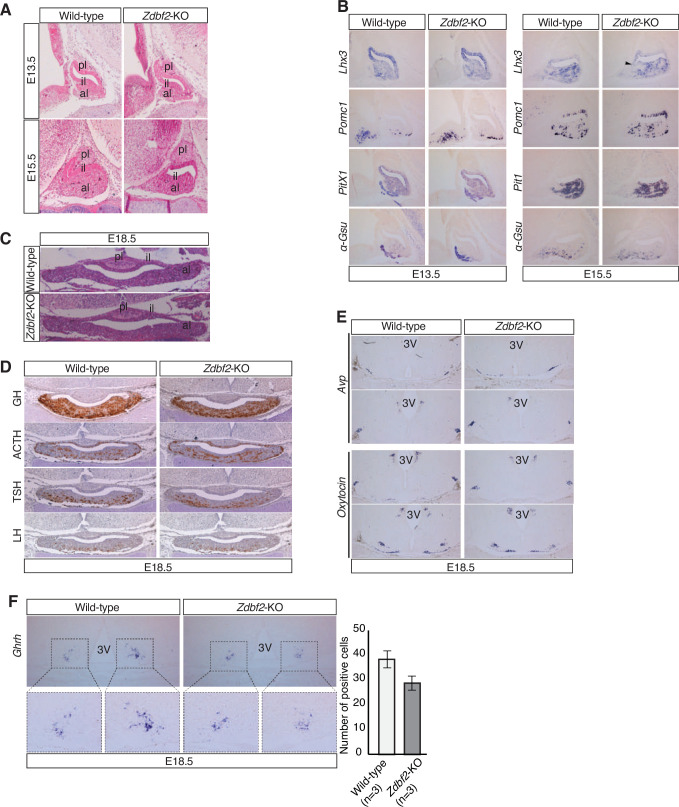
Normal development of the hypothalamo-pituitary axis in *Zdbf2*-KO mice. (**A**) Hematoxylin-Eosin (H&E) staining reveals normal development of the pituitary at embryonic day (**E**) 13.5 and E15.5 embryonic days. (**B**) RNA in situ hybridization for pituitary lineage-specific genes reveals normal mRNA expression of cell specification markers in the pituitary of the *Zdbf2*-KO embryos at E13.5 and E15.5. (**C**) Morphological assessment of the mature E18.5 pituitary gland by H&E staining shows no phenotype in the pituitary gland before birth. (**D**) Immunohistochemistry analysis of four pituitary hormones (GH, ACTH, TSL, LH) at E18.5 suggests no obvious defect in hormone-producing cells in the anterior lobe of the pituitary before birth. (**E**) In situ hybridization for two hypothalamic neuropeptides, arginine vasopressin (AVP) (top) and oxytocin (bottom), in the developing E18.5 hypothalamus suggests no apparent differences in AVP and oxytocin transcripts. (**F**) RNA in situ hybridization for *Ghrh* on E18.5 hypothalamus shows trend towards decreased expression of *Ghrh* in mutant embryos compared to controls, although difference is not statistical significant. Quantification (right panel) represents the means ± s.e.m of the number of *Ghrh*-positive cells over n = 3 independent experiments. Overall, results in A-F are congruent with the observation of normal weight distribution in *Zdbf2*-KO E18.5 embryos (Figure 2B). pl, posterior lobe; il, intermediate lobe; al, anterior lobe; 3 V, third ventricle of the hypothalamus.

**Figure 5—figure supplement 2.**
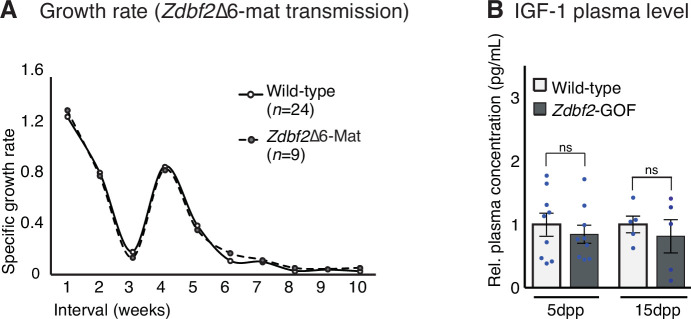
Specific growth rate in *Zdbf2*-Δexon6 and circulating IGF-1 in *Zdbf2*-GOF. (**A**) Specific growth rate calculated from body weight of WT and *Zdbf2*-Δexon6 (maternal transmission) males from 1 to 10 weeks of age using the following equation: [(weight t2 - weight t1)/ weight t1]. No difference in growth rate were detected between the WT and the maternal silent mutation compare to the difference we observed when comparing WT and *Zdbf2*-KO animals (Figure 5E). (**B**) Circulating plasmatic IGF-1 levels in WT and *Zdbf2*-GOF males at 5 and 15dpp. Data are shown as means ± s.e.m. of the relative expression to WT values from *n* replicates with each blue dots representing one male data point. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test.

However, *Zdbf2*-KO pups showed reduced plasma circulating levels of insulin growth factor 1 (IGF-1), a main regulator of postnatal growth, which reached only 70%, 45%, and 30% of WT level at 1dpp, 5dpp and 15dpp, respectively (Figure 5C). In adult mice, the liver is the main site of production of IGF-1, following transcriptional activation under the control of circulating GH (Savage, 2013). In contrast, extrahepatic production of IGF-1 during embryonic and early postnatal life is mostly GH-insensitive (Lupu et al., 2001; Kaplan and Cohen, 2007). As mentioned above, decreased IGF-1 levels in juvenile *Zdbf2*-KO animals seemed to occur in the context of normal GH input. Moreover, we measured normal *Igf1* mRNA levels by RT-qPCR in the liver of juvenile *Zdbf2*-KO animals, further illustrating that decreased IGF-1 levels are not a result of altered GH pathway (Figure 5D).

The association of low levels of circulating IGF-1 with normal GH secretion prompted us to evaluate more thoroughly the *Zdbf2*-KO growth phenotype. Mouse models of GH deficiency show growth retardation only from 10dpp onwards, while deficiency in IGF-1 affects growth earlier during postnatal development (Lupu et al., 2001). When we calculated the growth rate from day 1 to 8 weeks of age, we revealed two distinct phases: (*1*) from 1 to 7dpp, the *Zdbf2* mutant growth rate was 22% lower compared to WT littermates and (*2*) from 15 to 35dpp, the mutant exceeded the WT growth rate (Figure 5E) while no differences were observed in the *Zdbf2*-∆exon six silent mutation (Figure 5—figure supplement 2A). This shows that the growth defect is restricted to the first days of life. More specifically, at the day of birth (1dpp), *Zdbf2*-KO pups were smaller than their WT littermates by 9% (WT 1.41 ± 0.015 g, n = 99; *Zdbf2*-KO 1.29 ± 0.013, n = 95). After 1 week of postnatal life, the mutant growth restriction reached 18% (WT 3.4 ± 0.13 g, n = 37; *Zdbf2*-KO 2.8 ± 0.11, n = 17), indicating a deficit in the ability to gain weight prior to 10dpp. Then, at 6 weeks of age, *Zdbf2*-KO animals were smaller than WT by only 8%, as a result of enhanced post-pubertal growth spurt (WT 21.7 ± 0.04 g, n = 34; *Zdbf2*-KO 20.05 ± 0.3, n = 15). We therefore concluded that the *Zdbf2*-KO phenotype is similar to defective IGF-1 signaling immediately after birth. However, circulating IGF-1 levels were not conversely increased in *Zdbf2*-GOF males at 5 and 15dpp (Figure 5—figure supplement 2B): IGF-1-independent mechanisms may be responsible for the larger body mass, or IGF-1 may be only transiently upregulated and not detected at these two timepoints.

Overall, we revealed that the body weight restriction of *Zdbf2*-KO juveniles is associated with a GH-independent decrease of IGF-1 during the first days of postnatal life, in the context of an overall normal development and functionality of the hypothalamo-pituitary axis.

### *Zdbf2*-KO neonates are undernourished and do not properly activate hypothalamic feeding circuits

Having determined that *Zdbf2*-KO animals are deficient in IGF-1, we attempted to define the molecular events associated with reduced IGF-1 levels. Undernutrition is a well-known cause of IGF-1 level reduction, and also of postnatal lethality (Thissen et al., 1994), which we observed in *Zdbf2*-KO pups. To investigate the nutritional status of *Zdbf2*-KO neonates, we weighed stomachs at 3dpp, as a measure of milk intake. *Zdbf2*-KO pups exhibited a significant reduction in stomach weight relative to body mass as compared to their WT littermates (Figure 6A), suggesting that these pups suffer milk deprivation. Stomach mass of *Zdbf2*-GOF males was not affected at 3dpp (Figure 6—figure supplement 1A), as expected from the normal body mass at the same age (Figure 3D). *Zdbf2*-KO pups showed normal relative mass at 3dpp for a range of organs at the exception of the interscapular brown adipose tissue (BAT), which was also reduced in *Zdbf2*-KO neonates (Figure 6B and Figure 6—figure supplement 1B). BAT-mediated thermogenesis regulates body heat during the first days after birth (Cannon and Nedergaard, 2004) and improper BAT function can lead to early postnatal death (Charalambous et al., 2012). However, despite being smaller, the BAT of *Zdbf2*-KO neonates appeared otherwise functional, showing normal lipid droplet enrichment on histological sections (data not shown) and proper expression of major markers of BAT thermogenic ability (Figure 6—figure supplement 1C). The BAT size reduction may therefore not reflect altered BAT ontogeny per se, but rather the nutritional deprivation of *Zdbf2*-KO neonates.

**Figure 6.**
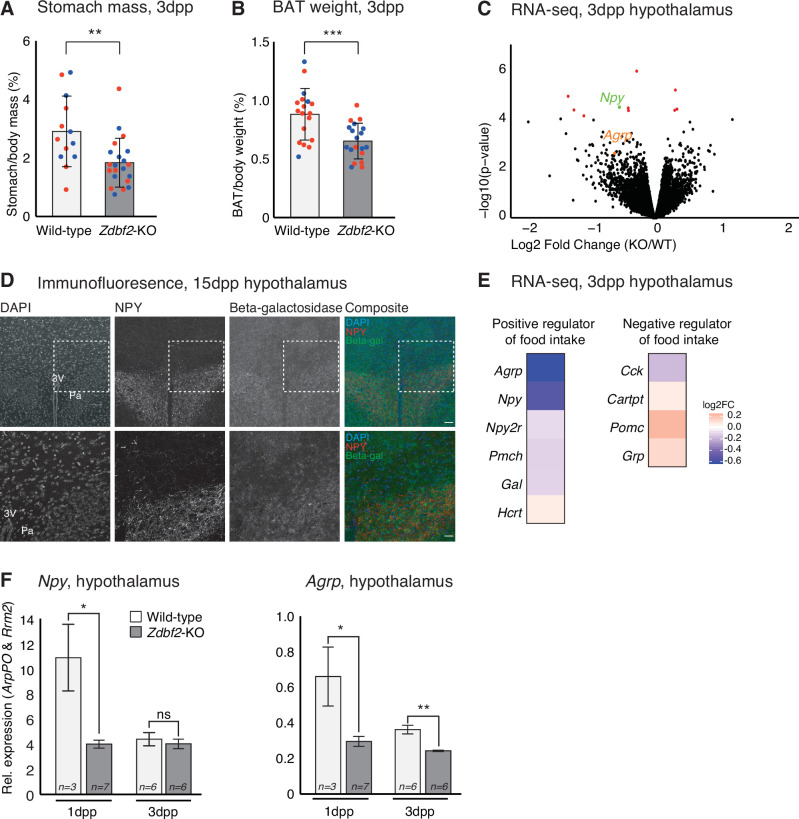
*Zdbf2*-KO neonates display a feeding defect. (**A, B**) Stomach (**A**) and brown adipocyte tissue (BAT) (**B**) mass normalized to the body mass for WT and *Zdbf2*-KO at 3dpp. Red dots: females; blue dots: males. Data are shown as means ± s.e.m. from *n* replicates. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test.** p ≤ 0.01, ***p ≤ 0.005. (**C**) Volcano plot representation of RNA-seq of 3dpp hypothalamus of *Zdbf2*-KO versus WT littermates. n = 3 replicates for each genotype. Red dots: differentially expressed genes with a threshold of FDR < 10%. *Npy* (FDR 6%) is highlighted in green and *Agrp* in orange. (**D**) Representative image of immunofluorescence from brain sections, focused on hypothalamic region in *Zdbf2*:LacZ animals at 15dpp. Black and white images are shown for DAPI, NPY and Beta-galactosidase and composite images depict them in blue, red and green, respectively. Dotted square (top panel) represent the focused region in the bottom panel. Scale bar: 100 µm. *3* V, third ventricule; *Pa*, paraventricular hypothalamic nucleus. (**E**) Heatmap showing the log2 fold change of genes encoding hypothalamic regulators of food intake (RNA-seq data from C). (**F**) RT-qPCR from hypothalamus of 1 and 3dpp males animals measuring *Npy* (left panel) and *Agrp* (right panel) mRNA levels. Data are shown as means ± s.e.m. from *n* replicates. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. *p ≤ 0.05, **p ≤ 0.01. Figure 6—source data 1.List of differentially expressed genes in the hypothalamus of *Zdbf2*-KO versus WT males at 3dpp and 10dpp.Raw data for the RNA-seq on hypothalamus at 3dpp and 10dpp. Tables are showing the rpkm value, FDR and logFC for the 11 differentially expressed genes between WT and *Zdbf2*-KO.

**Figure 6—figure supplement 1.**
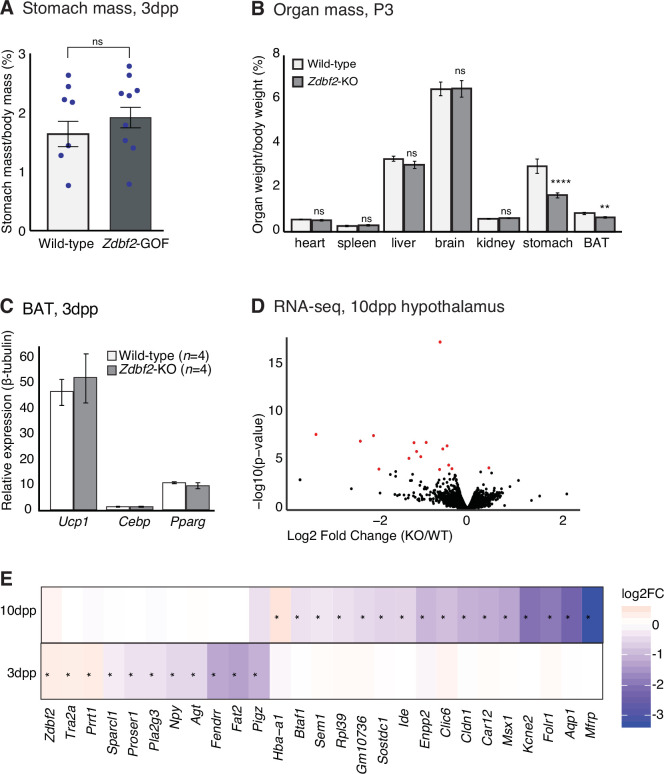
Characterization of the early postnatal feeding behavior in *Zdbf2*-KO pups. (**A**) Stomach weight normalized to the body mass for WT and *Zdbf2*-GOF males at 3dpp. Data are shown as means ± s.e.m. from *n* replicates. Statistical analyses were performed by a two-tailed, unpaired, nonparametric Mann Whitney t test. (**B**) Individual organ weight plotted as percentage of total body weight in *Zdbf2-*KO mice and WT littermates at 3dpp. (**C**) RT-qPCR from BAT measuring the mRNAs level of three markers of BAT activity (*Ucp-1, Cebp, and Pparg*) between WT and *Zdbf2*-KO at 3dpp. (**D**) Volcano plot representation of RNA-seq of 10dpp hypothalamus of *Zdbf2*-KO versus WT littermates. n = 2 replicates per genotype. Red dots: differentially expressed genes with a threshold of FDR < 10%. (**E**) Heatmap showing the log2 fold change of expression of the differentially expressed genes (DEGs) in the hypothalamus of *Zdbf2*-KO pups at 3 and 10dpp. There is no overlap between the DEGs at 3 and 10dpp. Stars represent significant change of expression (FDR < 10%).

Because the mothers of *Zdbf2*-KO pups are of WT background, the undernutrition phenotype is unlikely due to defective maternal milk supply. Restoration of viability when placed in presence of KO-only littermates (Figure 2K) further indicated that *Zdbf2*-KO pups are competent to feed. Defective nutrition may therefore rather result from altered feeding motivation of the *Zdbf2*-KO neonates, specifically during the early nursing period. 

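Whole hypothalami, the brain region that regulates feeding and pituitary hormone release, were dissected from 3 WT and 3 *Zdbf2*-KO male mice at 3dpp, and 1 strand-specific mRNA library was sequenced per animal. The authors trimmed adapters with TrimGalore, mapped the paired-end reads with STAR allowing 4% of mismatches, and deposited the number of read pairs counted on each gene of the GENCODE vM13 annotation, without normalization. Which of the strand-specific columns of the STAR output was kept is not stated in the paper's text. The deposited counts summed to 35717140, 42730627 and 29898496 in the WT replicates and to 28645066, 27746369 and 33589583 in the *Zdbf2*-KO replicates, where the paper states 35000000 to 50000000 clusters per replicate before mapping. All values given here rest on the deposited counts. Replicates of the same genotype differed by more than sampling noise, with a chi-square per gene between 4.95 and 11.6 for each pair, so that each library counted as a separate replicate. Counts were scaled to library size (CPM) with TMM normalization factors between 0.996 and 1.00, and genes with too few counts were left out by the filterByExpr function of edgeR, which kept 17527 genes. Genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at the threshold of an FDR of 10% that the paper uses. The paper's text names edgeR but not which of its tests or filters was used. *Zdbf2*, the targeted gene, was counted over its whole transcript, so that reads outside exon 6 remain in *Zdbf2*-KO. Its level was 327, 318 and 327 CPM in the WT replicates and 402, 367 and 438 CPM in the *Zdbf2*-KO replicates.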

To test this hypothesis, we performed RNA-seq analysis of dissected hypothalami at 3dpp, when the growth phenotype is the most acute. 

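Of the genes tested at 3dpp, 0 passed an FDR of 10% in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the lowest adjusted p-value was 0.815. At an unadjusted p-value under 0.05, 1057 genes differed, of which 491 were higher and 566 lower in *Zdbf2*-KO hypothalamus. Without the filter on low counts, the alternative that moved this number most, 326 genes passed the same threshold, and with edgeR's exact test 14 genes passed it. The fit without the filter had infinite prior degrees of freedom (the weight given to the spread shared by all genes), against 6.24 with it, so that genes did not keep their own spread. Other forms of the quasi-likelihood test without the filter, chosen after the data were seen, called 0, 1 and 129 genes. Among the 12 genes with the lowest p-values were the 11 genes that the paper lists in Figure 6—source data 1. *Prrt1*, *Zdbf2* and *Tra2a* were higher in *Zdbf2*-KO, and *Sparcl1*, *Npy*, *Agt*, *Pla2g3*, *Pigz*, *Proser1*, *Fat2* and *Fendrr* were lower. *Zdbf2* had a log2 fold change of 0.31 (standard error 0.0600), *Tra2a* of 0.30 (standard error 0.0646) and *Prrt1* of 0.34 (standard error 0.0685). *Agt*, on chromosome 8 from 124556534 to 124569706, fell from 79.3 ± 10.3 CPM (SD, n = 3) in WT to 54.3 ± 6.26 CPM (SD, n = 3) in *Zdbf2*-KO. *Sparcl1*, on chromosome 5 from 104079111 to 104113733, fell from 830.4 ± 33.2 to 684.9 ± 26.9 CPM (SD, n = 3 each), and 12 of 13 other astrocyte markers were also lower, a shift not established across the libraries (rotation test unadjusted p-value 0.182). The log2 fold change was -0.54 for *Agt* (standard error 0.0994) and -0.28 for *Sparcl1* (standard error 0.0490). Among these 11 genes, the largest changes were those of *Fat2* (log2 fold change -1.31), *Fendrr* (-1.24) and *Pigz* (-1.09), which had mean levels of 3.17, 1.05 and 1.30 CPM in WT. *Pigz* and *Pla2g3* share 7.60% and 8.54% of their exon bases with an overlapping annotated gene, so that their counts are less certain. For each of the 11 genes, every WT replicate lay on one side of every *Zdbf2*-KO replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 animals against 3 allow), which is close to given by their selection in the same libraries.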

Only 11 genes were significantly misexpressed in *Zdbf2*-KO hypothalamus relative to WT littermates (FDR 10%) (Figure 6C and Figure 6—source data 1). 

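*Npy* (ENSMUSG00000029819), which encodes a secreted neuropeptide, lies on the plus strand of chromosome 6 of GRCm38 from 49822710 to 49829507. Its level at 3dpp was 45.3, 64.0 and 58.0 CPM in the WT replicates (55.8 ± 9.54, SD, n = 3) and 40.5, 41.6 and 32.9 CPM in the *Zdbf2*-KO replicates (38.3 ± 4.71, SD, n = 3). The log2 fold change was -0.54 with a standard error of 0.122. Over all genes the adjusted p-value was 0.815 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over a list of 10 hypothalamic regulators of food intake alone it was 0.0117. That list is the paper's, which holds *Npy* after the authors had found it lower in these same libraries. The smaller value is therefore no independent evidence. With each replicate left out in turn, the log2 fold change stayed between -0.67 and -0.43. *Npy* passed an FDR of 10% over all genes under 4 of 9 alternatives in filter, normalization, test or grouping, with Benjamini-Hochberg adjusted p-values between 3.24e-14 (without the filter on low counts) and 0.817 (upper-quartile normalization). The lowest of these values came from the fit with infinite prior degrees of freedom, so that its size carries little weight.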

Only one of these genes is related to feeding, *Npy*, encoding the Neuropeptide Y, appearing as down-regulated in *Zdbf2-*KO hypothalamus. In line with our hypothesis, NPY is secreted from neurons of the hypothalamic arcuate nucleus and stimulates food intake and promotes gain weight (Mercer et al., 2011). Using our *Zdbf2*-LacZ reporter line, we revealed co-localization of beta-galactosidase and NPY staining in the hypothalamus (Figure 6D). This observation reinforces the possible involvement of ZDBF2 in NPY production in the paraventricular nucleus, to control food intake.

Little is known about the determinants of food intake in neonates (Muscatelli and Bouret, 2018); nonetheless, this prompted us to examine the expression levels of other hypothalamic modulators known to influence feeding behavior in adults. 

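The 10 genes of Figure 6E form a set of positive regulators of food intake (*Agrp*, *Npy*, *Npy2r*, *Pmch*, *Gal* and *Hcrt*) and a set of negative regulators (*Cck*, *Cartpt*, *Pomc* and *Grp*). At 3dpp, 5 of the 6 positive regulators were lower in *Zdbf2*-KO, with a mean log2 fold change of -0.24 (SD 0.28 over genes). Of 10000 random lists matched on expression, 0.17% had a lower mean, and a rotation test across the libraries (fry, in edgeR) gave an unadjusted p-value of 0.0387 and 0.433 after adjustment over the 23 sets tested. Without *Npy* and *Agrp*, the mean of the other 4 genes was -0.07 (unadjusted p-value 0.396 from the rotation test). Log2 fold changes were -0.09 for *Npy2r*, -0.12 for *Pmch*, -0.11 for *Gal* and 0.06 for *Hcrt*, each less than 2 standard errors from 0. *Pmch* shares 58.1% of its exon bases with *Parpbp* on the opposite strand, so that its count is uncertain where reads were not separated by strand. Of the 4 negative regulators, 3 were higher in *Zdbf2*-KO, with a mean of 0.06 (SD 0.17 over genes, rotation test unadjusted p-value 0.564). *Pomc* had a log2 fold change of 0.22 (standard error 0.143), *Grp* of 0.12 (standard error 0.130), *Cartpt* of 0.06 (standard error 0.105) and *Cck* of -0.18 (standard error 0.116). With *Zdbf2*-KO replicate 1 left out, the mean of the negative regulators was -0.0058. The mean of the negative regulators exceeded that of the positive regulators by 0.29. Among the 210 ways to divide the 10 genes into sets of these sizes, 26 gave a difference at least as large (two-sided exact permutation test over genes, which are not replicates, p = 0.124). Per animal, the mean log2 CPM of the negative minus the positive regulators was -1.21 ± 0.0964 (SD, n = 3) in WT and -0.91 ± 0.0497 (SD, n = 3) in *Zdbf2*-KO (two-sided exact permutation test, p = 0.1).

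**Figure D1:**
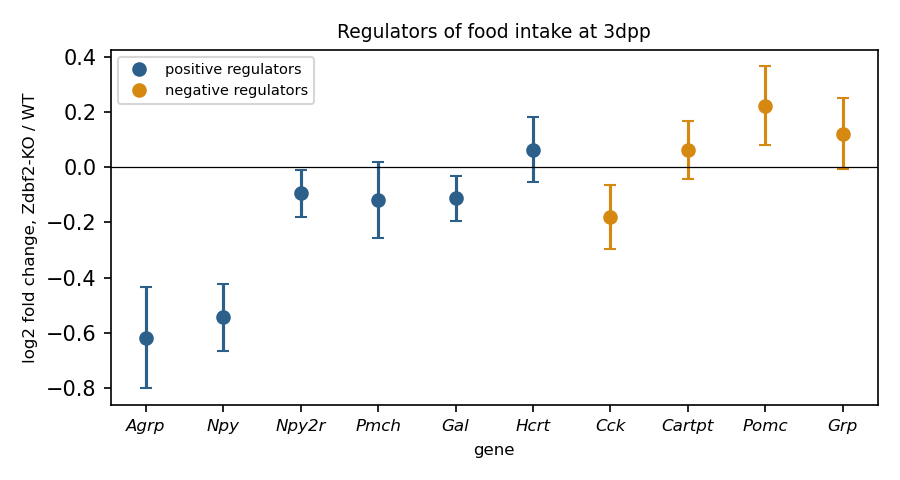
Log2 fold change of *Zdbf2*-KO over WT hypothalamus at 3dpp (y axis) for each of the 10 regulators of food intake (x axis), with bars of 1 standard error, positive regulators in blue and negative regulators in orange. *Agrp* and *Npy* are the lowest of the 10 genes, at -0.62 and -0.54, and the other 8 lie between -0.18 and 0.22.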

Interestingly, genes that positively regulate food intake tended to be down-regulated, while negative regulators of food intake were up-regulated (Figure 6E). 

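*Agrp* (ENSMUSG00000005705) is annotated on the minus strand of chromosome 8 of GRCm38 from 105566698 to 105637393, and 114 of its 1013 exon bases overlap exons of *Ctcf* on the opposite strand and of *Gm5914* on the same strand. Its level at 3dpp was 8.12 ± 0.906 CPM (SD, n = 3) in WT and 5.32 ± 1.40 CPM (SD, n = 3) in *Zdbf2*-KO. The log2 fold change was -0.62 with a standard error of 0.183, and with each replicate left out in turn it stayed between -0.78 and -0.41. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p-value of *Agrp* was 0.815 over all genes and 0.0338 over the 10 genes of Figure 6E alone. The adjustment over those 10 genes was not set in advance, and the figure was drawn from these same libraries, so that the smaller value carries little weight. All 3 *Zdbf2*-KO replicates were lower than all 3 WT replicates, the closest being 6.42 CPM in *Zdbf2*-KO and 7.16 CPM in WT.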

One of these genes is the Agouti-related peptide (*Agrp*)-encoding gene (Figure 6E) that is co-expressed with *Npy* in a sub-population of hypothalamic neurons and convergently stimulate appetite and food seeking (Gropp et al., 2005). RT-qPCR measurement confirmed lower levels of both *Npy* and *Agrp* in *Zdbf2*-KO hypothalamus compared to WT, at 3dpp but also earlier on, at 1dpp (Figure 6F). It is noteworthy that none of the misregulated genes, including positive regulators of feeding, that we observed at 3dpp were also misregulated in the hypothalamus at 10dpp, as measured by RNA-seq (Figure 6—figure supplement 1D-E).

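At 10dpp, 1 strand-specific mRNA library was sequenced from the hypothalamus of each of 2 WT and 2 *Zdbf2*-KO males, and gene counts were made by the authors as at 3dpp. The deposited counts summed to 37774427 and 25313436 in WT and to 36192809 and 32865105 in *Zdbf2*-KO, where the paper states 16000000 to 30000000 clusters per replicate. In 3 of these 4 libraries the counts exceeded the stated maximum, although counted read pairs cannot outnumber clusters. The reason is not known, and the doubt bears on comparisons between the ages. The paper names the same sequencer for both ages, while the labels of the libraries name another one for 10dpp, so that age and sequencer cannot be told apart. The genotypes were compared within 10dpp, over 18015 genes. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1 gene passed an FDR of 10%, and 399 genes had an unadjusted p-value under 0.05. That gene was *Ide*, on chromosome 19 from 37268743 to 37337852, with 141.6 ± 3.10 CPM (SD, n = 2) in WT and 94.4 ± 0.327 CPM (SD, n = 2) in *Zdbf2*-KO (log2 fold change -0.58, standard error 0.0504, adjusted p-value 0.0747). At 3dpp, the level of *Ide* ranged from 78.0 to 162.5 CPM among the WT replicates alone. Without the filter on low counts 106 genes passed, and with edgeR's exact test 18 genes passed, among them all 16 genes that the paper lists at 10dpp. Several of those 16 genes are choroid plexus markers, and 20 of 21 choroid plexus markers outside the list were also lower in *Zdbf2*-KO, a shift not established across the libraries (rotation test unadjusted p-value 0.173). *Gm10736* is a processed pseudogene of 78 bp and *Hba-a1* has close paralogs, so that their counts are uncertain. As 0 genes passed the threshold at 3dpp, none could pass it at both ages. With edgeR's exact test, the lists of both ages shared 0 genes. Without the filter on low counts, 16 genes passed at both ages, in fits with infinite prior degrees of freedom at each age. Other forms of the quasi-likelihood test without the filter, chosen after the data were seen, called 0, 1 and 129 genes at 3dpp and 0, 1 and 52 at 10dpp. This overlap therefore depends on the form of the test. Of the 11 genes that the paper lists at 3dpp, 0 had an unadjusted p-value under 0.05 at 10dpp, and 7 kept the sign of their log2 fold change, which for 5 of the 7 changed when one 10dpp replicate was left out. Of the 16 genes that it lists at 10dpp, 15 were tested at 3dpp, 0 had an unadjusted p-value under 0.05, and 6 had the same sign. At 10dpp, *Npy* had 24.1 ± 4.32 CPM in WT and 23.7 ± 3.96 CPM in *Zdbf2*-KO (SD, n = 2 each), a log2 fold change of -0.03 (standard error 0.148). *Agrp* had 1.56 ± 0.635 CPM in WT and 1.35 ± 0.408 CPM in *Zdbf2*-KO (SD, n = 2 each), a log2 fold change of -0.16 (standard error 0.346). For both genes, the difference at 10dpp was smaller than its standard error.

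**Figure D2:**
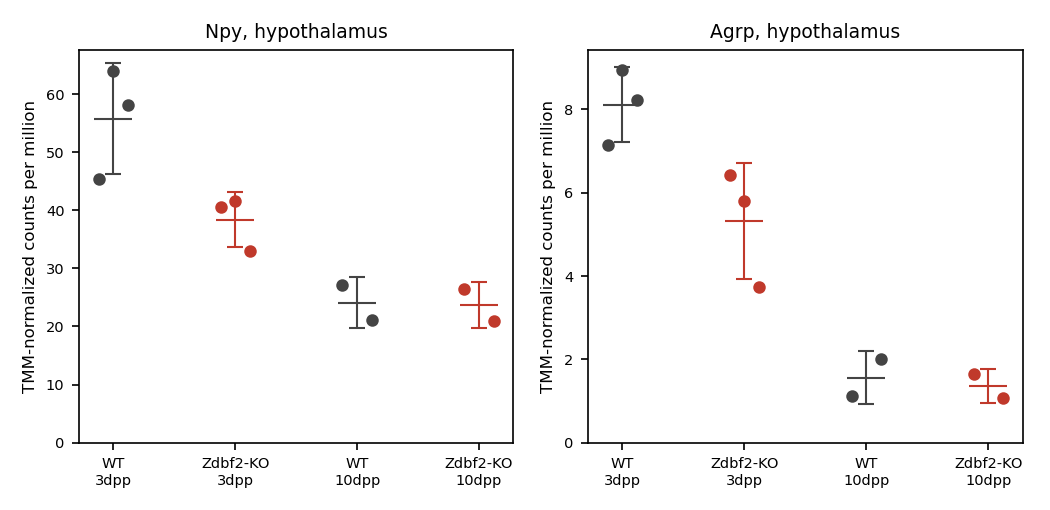
Level of *Npy* and *Agrp* in TMM-normalized CPM (y axes, from 0) in each hypothalamus library of WT and *Zdbf2*-KO males at 3dpp (n = 3) and 10dpp (n = 2), with 1 point per animal, a horizontal line at the mean and bars of 1 SD. At 3dpp all *Zdbf2*-KO points lie below all WT points, and at 10dpp the points of both genotypes overlap.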

Together, these results provide key insights into the origin of the *Zdbf2* mutant phenotype: in absence of *Zdbf2,* the hypothalamic circuit of genes that stimulates food intake may not be properly activated at birth. This is associated with reduced milk intake, reduced body weight gain and suboptimal viability of *Zdbf2*-KO neonates when placed in presence of healthier littermates.

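A test of the difference between the ages, as the interaction of genotype and age over all 10 libraries, passed an FDR of 10% in 0 of 18746 genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the lowest adjusted p-value was 0.843 and 558 genes had an unadjusted p-value under 0.05. The genotype difference of *Npy* was higher at 10dpp than at 3dpp by 0.51 on the log2 scale (standard error 0.225). In the same test, *Npy* had an unadjusted p-value of 0.0416 and an adjusted p-value of 1.00, which fails the correction. The genotype difference of *Agrp* was higher by 0.47 (standard error 0.409, unadjusted p-value 0.275, adjusted p-value 1.00). From the lower *Npy* and *Agrp* and the tendencies of the other regulators at 3dpp, together with its RT-qPCR data, the paper proposes that the hypothalamic genes stimulating food intake may not be properly activated at birth in the absence of *Zdbf2*.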

## Discussion

The hypothalamus is increasingly regarded as a major site for the action of imprinted genes on postnatal growth, feeding behavior and metabolism (Ivanova and Kelsey, 2011). Here, we found evidence that the imprinted *Zdbf2* gene stimulates hypothalamic feeding circuits, right after birth. In its absence, neonates do not ingest enough milk, and suffer from undernutrition. This leads to decreased IGF-1 signaling within the first week of life, reduced body weight gain and more dramatically, lethality of half of the *Zdbf2*-KO pups when they are in presence of healthier WT littermates. Our work therefore highlights that *Zdbf2* is necessary to thrive and survive after birth, by allowing newborns to adapt to postnatal feeding. Interestingly, *Zdbf2* expression is persistently high in adult brains, which may point to other functions in later life.

By relying on a unique collection of mouse models of total loss of function (*Zdbf2-KO* and *Liz-LOF*), partial loss of function (*Zdbf2*-lacZ), normal function (*Zdbf2*-WT), and gain of function (*Zdbf2*-GOF), we observed that postnatal body growth is exquisitely sensitive to the quantity of *Zdbf2* produced in the hypothalamo-pituitary axis. Incidentally, *Zdbf2* meets the criteria of a *bona fide* growth-promoting gene: growth is reduced upon decreased dosage and oppositely enhanced upon increased dosage of *Zdbf2* (Efstratiadis, 1998). Consistent with previous results for the imprinted *Cdkn1c* gene (Andrews et al., 2007), growth reduction was more pronounced than overgrowth upon changes in *Zdbf2* expression (18% decrease and 10% increase at 10dpp) and specific to males. This reflects that, with standard diet, overgrowth is a much less frequent response than growth reduction and affects animals with favorable physiology only, potentially explaining male specificity.

With a few exceptions, most studies have only addressed the phenotypic effects of reducing the dose of an imprinted gene, but not what results from overexpressing this same gene (Tucci et al., 2019). Knocking out an imprinted gene provides valuable insights about its physiological function; however, it does not address the evolutionary significance of imprinting of that gene, that is reduction to mono-allelic expression. With the *Zdbf2*-GOF model, we were able to evaluate the consequences of a loss of *Zdbf2* imprinting: bi-allelic and increased *Zdbf2* expression exacerbates postnatal body weight gain. However, despite being slightly bigger, viability, fertility or longevity appeared overall normal in *Zdbf2*-GOF animals. The evolutionary importance of *Zdbf2* imprinting is therefore not immediately obvious, at least under unchallenged conditions. Finally, even fewer studies have addressed the importance of parent-of-origin expression for imprinted gene functions (Drake et al., 2009; Leighton et al., 1995). By intercrossing models of *Zdbf2* loss and gain of function, we could enforce *Zdbf2* expression from the maternal allele while inactivating the normally expressed paternal allele. Restoration of body weight demonstrated the functionality of maternal *Zdbf2* expression, reinforcing that *Zdbf2* functions on postnatal body homeostasis in a dose-dependent manner. Although not necessarily surprising, this demonstration is conceptually important for understanding the evolution and *raison d’être* of genomic imprinting. The divergent DNA methylation patterns that are established in the oocyte and the spermatozoon provide opportunities to evolve mono-allelic regulation of expression, but once transmitted to the offspring, the parental origin of expression is not essential per se.

Although *Zdbf2* is expressed across the hypothalamo-pituitary axis, we could not find evidence of abnormal development or function of the pituitary gland that could explain the *Zdbf2*-KO growth phenotype. Notably, GH production and release were normal, at least from 5dpp and on. Additionally, the *Zdbf2* growth reduction diverges from GH-related dwarfism: *Gh*-deficient mice grow normally until 10dpp, after which only they exhibit general growth impairment with reduced levels of circulating IGF-1 (Voss and Rosenfeld, 1992; Lupu et al., 2001). In *Zdbf2*-KO mutants, the growth defect is apparent as soon as 1dpp, as well as decreased IGF-1. In *Igf-1* null mice, birthweight is approximately 60% of normal weight and some mutants die within the first hours after birth (Liu et al., 1993; Efstratiadis, 1998). The *Zdbf2*-KO phenotype thus resembles an attenuated *Igf-1* deficiency, in agreement with half reduction but not total lack of circulating IGF-1. Interestingly, similar IGF-1-related growth defects have been reported upon alteration of other imprinted loci in the mouse: the *Rasgrf1* gene, the *Dlk1-Dio3* cluster and the *Cdkn1c* gene (Itier et al., 1998; Andrews et al., 2007; Charalambous et al., 2014). However, the origin of IGF-1 deficiency may be different: in *Rasgrf1* mutants, unlike *Zdbf2* mutants, this was linked to impaired hypothalamo-pituitary axis and GH misregulation (Drake et al., 2009). Finally, decreased *ZDBF2* levels have recently been associated with intra-uterine growth restriction (IUGR) in humans (Monteagudo-Sánchez et al., 2019). Whether this is linked to impaired fetal IGF-1 production or to distinct roles of ZDBF2 related to placental development in humans would be interesting to assess, in regards to conservation or not of imprinted gene function across mammals.

IGF-1 secretion has been shown to drop in response to starvation, leading to disturbed growth physiology (Savage, 2013). Our findings support that limited food intake is probably the primary defect in *Zdbf2* deficiency, leading to IGF-I insufficiency in the critical period of postnatal development and consequently, growth restriction. First, we showed that *Zdbf2* is expressed in hypothalamic regions that contain neurons with functions in appetite and food intake regulation, such as the arcuate and paraventricular nucleus. Second, *Zdbf2-KO* neonates show hypothalamic downregulation of the *Npy* and *Agrp* genes that encode for orexigenic neuropeptides (Stanley and Leibowitz, 1984; Ollmann et al., 1997). These are likely direct effects: (i) NPY and *Zdbf2*-LacZ are co-expressed in the same cells and (ii) the rest of the hypothalamic transcriptome is scarcely modified in *Zdbf2*-KO pups. 

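Across the genes tested in the 3dpp hypothalamus, the median absolute log2 fold change between *Zdbf2*-KO and WT was 0.0699, and 81.7% of genes had an absolute log2 fold change under 0.2. An absolute log2 fold change over 1 was found for 52 genes. The common biological coefficient of variation between animals of the same genotype was 0.0742. Genes with an unadjusted p-value under 0.05 made up 6.03% of the genes tested. At 10dpp, the corresponding share was 2.21%, 83.3% of genes had an absolute log2 fold change under 0.2, and 140 genes had one over 1. Over the 17176 genes tested at both ages, the log2 fold changes at 3dpp and at 10dpp had a Pearson correlation of 0.04 across genes, which are not independent replicates.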

Quantified changes were not of large magnitude, but AgRP/NPY neurons represent a very small population of cells, present in the arcuate nucleus of the hypothalamus only (Andermann and Lowell, 2017). 

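The counts behind *Npy* at 3dpp were 1614, 2721 and 1740 in the WT replicates and 1154, 1156 and 1109 in the *Zdbf2*-KO replicates, and those behind *Agrp* were at most 381 in any library. At 10dpp, *Agrp* had 42 and 51 counts in WT and 59 and 35 in *Zdbf2*-KO.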

We are likely at the limit of detection when analyzing these genes in the whole hypothalamus transcriptome. Finally, *Npy* and *Agrp* downregulation was observed immediately at birth, along with a phenotype of reduced milk consumption, as measured by stomach weighing. Given our observations, we propose that ZDBF2 activates specialized hypothalamic neurons that motivate neonates to actively demand food (milk) from the mother right at birth, promoting the transition to oral feeding after a period of passive food supply in utero. This function agrees with the co-adaptation theory according to which genomic imprinting evolved to coordinate interactions between the offspring and the mother (Wolf and Hager, 2006). Our results are also in line with the kindship theory of genomic imprinting (Haig, 2000): *Zdbf2* is a paternally expressed gene that potentiates resource extraction from the mother. Finally, despite considerable effort, we were unable to specifically detect the ZDBF2 protein with antibodies or using epitope-tagging approaches of the endogenous gene; future studies hopefully will bring clarity to which molecular function ZDBF2 carries in the mouse hypothalamus.

In conclusion, we reveal here that decreasing *Zdbf2* compromises resource acquisition and body weight gain right after birth. Restricted postnatal growth can have a strong causal effect on metabolic phenotypes, increasing the risk of developing obesity in later life. This is observed in mouse KO models of the imprinted *Magel2* gene that map to the Prader Willi syndrome (PWS) region, recapitulating some features of PWS patients, who after a failure to thrive as young infants exhibit a catch-up phase leading to overweight and hyperphagia (Bischof et al., 2007). *Zdbf2*-KO mice do present a post-puberal spurt of growth, which attenuates their smaller body phenotype, but we never observed excessive weight gain, even after 18 months (data not shown). It would be interesting to test whether the restricted postnatal growth of *Zdbf2*-KO mice may nonetheless increase the likelihood of metabolic complications when challenged with high-fat or high-sugar diet.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (Mus. Musculus)	*Zdbf2*-KO	This study		CRISPR/Cas9 generated mutant, sgRNA oligos are listed in Supplementary file 1
Genetic reagent (Mus. Musculus)	*Zdbf2*-GOF	Bourc’his lab		Greenberg et al., 2017
Genetic reagent (Mus. Musculus)	*Zdbf2*-LacZ reporter line	Bourc’his lab	EUCOMM Project Number: *Zdbf2*_82543	Greenberg et al., 2017
Genetic reagent (Mus. Musculus)	*Liz*-LOF	Bourc’his lab		Greenberg et al., 2017
Antibody	Anti-ACTH, mouse monoclonal	Fitzgerald	RRID:AB_1282437	Ref. 10C-CR1096M1, 1:1,000
Antibody	Anti-GH, rabbit polyclonal	National Hormone and Peptide Program (*NHPP*)		Ref. AFP-5641801, 1:1,000
Antibody	Anti-TSH, rabbit polyclonal	National Hormone and Peptide Program (*NHPP*)		Ref. AFP-1274789, 1:1,000
Antibody	Anti-PRL, rabbit polyclonal	National Hormone and Peptide Program (*NHPP*)		Ref. AFP-425-10-91, 1:1,000
Antibody	Anti-LH, rabbit polyclonal	National Hormone and Peptide Program (*NHPP*)		Ref. AFP-C697071P, 1:500
Antibody	Anti-NPY, rabbit polyclonal	Cell Signaling Technology	RRID:AB_2716286	Ref. # 11976, 1:1,000
Antibody	Anti-beta-galactosidase, chicken polyclonal	Abcam		Ref. # ab9361, 1:1,000
Antibody	Goat anti-rabbit Alexa-fluorophore 594	Invitrogen	RRID:AB_2762824	Ref. #A32740, 1:1,000
Antibody	Gao anti-chicken Alexa-fluorophore 488	Invitrogen	RRID:AB_2534096	Ref. # A11039, 1:1,000
Commercial assay or kit	Mouse Magnetic Luminex Assay for IGF-1	R&D System		
Commercial assay or kit	Milliplex Mouse Pituitary Magnetic Assay for GH	Merck		
Software, algorithm	STAR_2.6.1 a	Dobin et al., 2013		

### Mice

Mice were hosted on a 12 hr/12 hr light/dark cycle with free access to food and water in the pathogen-free Animal Care Facility of the Institut Curie (agreement number: C 75-05-18). All experimentation was approved by the Institut Curie Animal Care and Use Committee and adhered to European and National Regulation for the Protection of Vertebrate Animals used for Experimental and other Scientific Purposes (Directive 86/609 and 2010/63). For tissue and embryo collection, euthanasia was performed by cervical dislocation. The *Zdbf2*-KO and *Zdbf2*-GOF mutant mice lines were derived by CRISPR/Cas9 engineering in one-cell stage embryos as previously described (Greenberg et al., 2017), using two deletion-promoting sgRNAs. Zygote injection of the CRISPR/Cas9 system was performed by the Transgenesis Platform of the Institut Curie. Eight week-old superovulated C57BL/6 J females were mated to stud males of the same background. Cytoplasmic injection of Cas9 mRNA and sgRNAs (100 and 50 ng/µl, respectively) was performed in zygotes collected in M2 medium (Sigma) at E0.5, with well-recognized pronuclei. Injected embryos were cultured in M16 medium (Sigma) at 37 °C under 5% CO2, until transfer at the one-cell stage the same day or at the two-cell stage the following day in the infudibulum of the oviduct of pseudogestant CD1 females at E0.5. The founder mice were then genotyped and two independent founders with the expected deletion were backcrossed to segregate out undesired genetic events, with a systematic breeding scheme of *Zdbf2*-KO heterozygous females x WT C57Bl6/J males and *Zdbf2*-GOF heterozygous males x WT C57Bl6/J females to promote silent passing of the deletion. Cohorts of female and male N3 animals were then mated with WT C57Bl6/J to study the maternal and paternal transmission of the mutation.

The LacZ-*Zdbf2* reporter line was derived from mouse embryonic stem (ES) cells from the European Conditional Mouse Mutagenesis Program (EUCOMM Project Number: *Zdbf2*_82543). Proper insertion of the LacZ construct was confirmed by long-range PCR. However, we found that the loxP site in the middle position was mutated (A to G transition at position 16 of the loxP site) in the original ES cells (Figure 3—figure supplement 1A). Chimeric mice were generated through blastocyst injection by the Institut Curie Transgenesis platform. We studied animals with an intact LacZ-KI allele, without FRT- or CRE-induced deletions.

### DNA methylation analyses

Genomic DNA from adult tissues was obtained following overnight lysis at 50 °C (100 mM Tris pH 8, 5 mM EDTA, 200 mM NaCl, 0.2% SDS and Proteinase K). DNA was recovered by a standard phenol/choloroform/isoamyl alcohol extraction and resuspended in water. Bisulfite conversion was performed on 0.5–1 µg of DNA using the EpiTect Bisulfite Kit (Qiagen). Bisulfite-treated DNA was PCR amplified and either cloned and sequenced, or analyzed by pyrosequencing. For the former, 20–30 clones were Sanger sequenced and analyzed with BiQ Analyzer software (Bock et al., 2005). Pyrosequencing was performed on the PyroMark Q24 (Qiagen) according to the manufacturer’s instructions, and results were analyzed with the associated software.

### RNA expression analyses

Total RNA was extracted using Trizol (Life Technologies). To generate cDNA, 1 µg of Trizol- extracted total RNA was DNase-treated (Ambion), then reverse transcribed with SuperscriptIII (Life Technologies) primed with random hexamers. RT-qPCR was performed using the SYBR Green Master Mix on the ViiA7 Real-Time PCR System (Thermo Fisher Scientific). Relative expression levels were normalized to the geometric mean of the Ct for housekeeping genes *Rrm2*, *B-actin* and/or *Rplp0*, with the ΔΔCt method. Primers used are listed in Supplementary file 1.

For RNA-sequencing, hypothalami of three animals at 3dpp and two animals at 10dpp were collected for each genotype (all males) and RNA was extracted. Trizol-extracted total RNA was DNase-treated with the Qiagen RNase-Free DNase set, quantified using Qubit Fluorometric Quantitation (Thermo Fisher Scientific) and checked for integrity using Tapestation (Agilent). RNA-seq libraries were cloned using TruSeq Stranded mRNA LT Sample Kit on total RNA (Illumina) and sequencing was performed on a NovaSeq 6,000 (Illumina) at the NGS platform of the Institut Curie (PE100, approximately 35M to 50M clusters per replicate for 3dpp, and 16–30 M for 10dpp).

### LacZ staining

Whole brains and pituitary glands were fixed in 4% paraformaldehyde (PFA) in PBS (pH 7.2) overnight and washed in PBS. For sections, tissues were then incubated in sucrose gradients and embedded in OCT for conservation at –80 °C before cryosectioning. Sections were first fixed 10 min in solution of Glutaraldehyde (0.02% Glutaraldehyde, 2 mM MgCl2 in PBS). Tissues and sections were washed in washing solution (2 mM MgCl2, 0.02% NP40, 0.01% C24H39NaO4 in PBS) and finally incubated at room temperature overnight in X- gal solution (5 mM K4Fe(CN)63H20, 5 mM K3Fe(CN)6, 25 mg/mL X-gal in wash solution). After several PBS washes, sections were mounted with an aqueous media before imaging. N = 3 biological replicates were tested.

### Histological analysis and RNA in situ hybridization

Embryos at E13.5 and E15.5 were embedded in paraffin and sectioned at a thickness of 5 μm. For histological analysis, paraffin sections were stained with Hematoxylin and Eosin. RNA in situ hybridization analysis on paraffin sections was performed following a standard procedure with digoxigenin-labeled antisense riboprobes as previously described (Gaston-Massuet et al., 2008).The antisense riboprobes used in this study [α-Gsu, *Pomc1*, *Lhx3*, *Pitx1, Avp, oxytocin and Ghrh*] have been previously described (Gaston-Massuet et al., 2008; Gaston-Massuet et al., 2016). N = 3 biological replicates were tested.

### Immunohistochemistry on histological sections

Embryos were fixed in 4% PFA and processed for immuno-detection as previously described (Andoniadou et al., 2013). Hormones were detected using antibodies for α-ACTH (mouse monoclonal, 10C-CR1096M1, RRID:AB_1282437, 1:1000), α-GH (rabbit polyclonal, NHPP AFP-5641801, 1:1000), α-TSH (rabbit polyclonal, NHPP AFP-1274789, 1:1000), α-PRL (rabbit polyclonal, NHPP AFP-425-10-91, 1:1000), and α-LH (rabbit polyclonal, NHPP AFP-C697071P, 1:500). N = 3 biological replicates were tested.

### Immunofluorescence on hypothalamus sections

Cryostat sections were washed with PBS, permeabilized and blocked with Blocking buffer (5% horse serum, 3% BSA, 0.2% Triton X-100 in PBS) prior to primary antibody incubation at 4 °C overnight. Secondary antibody staining was performed for one hour and DAPI for 5 min at room temperature. Finally, slides were mounted with Vectashield mounting media and imaged with a confocal microscope LSM700. The following pairs of primary and secondary antibodies were used: anti-NPY (rabbit polyclonal, Cell Signaling Technology Cat# 11976, RRID:AB_2716286, 1:1000) with goat anti-rabbit Alexa-fluorophore 594 (1:1000; Invitrogen Cat# A32740, RRID: AB_2762824) and anti-β-galactosidase (chicken polyclonal, Abcam Cat# ab9361, RRID:AB_307210, 1:1000) with goat anti-chicken Alexa-fluorophore 488 (1:1000; Invitrogen Cat# A11039, RRID: AB_2534096). N = 3 biological replicates were tested.

### LUMINEX ELISA assay

Plasma from blood was collected in the morning at fixed time on EDTA from 1, 5 and 15 day-old mice after euthanasia and stored at –20°C until use. Samples were run in duplicates using the Mouse Magnetic Luminex Assay for IGF-1 (R&D System) and Milliplex Mouse Pituitary Magnetic Assay for GH (Merck) according to manufacturers’ instructions. Values were read on Bio-Plex 200 (Bio-Rad) and analyzed with the Bio-Plex Manager Software.

### Phenotypic analyses of weight

Postnatal weight measurements were performed every two days from 1dpp to weaning age (21 days). Then, mice were separated according to their genotype, hosted in equal number per cage (n = 5–6) and weighted once per week. As body weight is a continuous variable, we used a formula derived from the formula for the *t*-test to compute the minimum sample size per genotype: n = 1 + C(s/d)2, where *C* is dependent on values chosen for significance level (α) and power (1-β), *s* is the standard deviation and *d* the expected difference in means. Using *α* = 5%, *β* = 90% and an expected difference in means of 1 g at 2 weeks and 2 g later on, we predicted a minimum *n* of between 10 and 20 and thus decided to increase this number using *n* size between 20 and 30 per genotype, depending of the age and the sex of the mice. No animals were excluded from the analysis. Animals were blindly weighed until genotyping. E18.5 embryos and postnatal organs were collected and individually, rinsed in PBS and weighted on a 0.001 g scale. All data were generated using three independent mating pairs.

### Phenotypic analyses of postnatal lethality

Material for genotyping was taken the first day of birth and then number of pups for a given litter was assessed every day. To avoid bias, we excluded from the analysis the litters where all the pups died due to neglecting mothers, not taking care of their pups.

### DEXA scan analyses

The DEXA analysis allows the assessment of fat and lean mass, bone area, bone mineral content, and bone mineral density. Practically, mutant and WT littermate males at 2 weeks were sent from the Animal Facility of Institut Curie to the Mouse Clinics along with their mother (Ilkirch, France). The phenotypic DEXA analysis was performed at 7 weeks of age using an *Ultrafocus DXA* digital radiography system, after the mandatory 5-week-quarantine period in the new animal facility. Mice were anesthetized prior analysis and scarified directly after measurements, without a waking up phase.

### RNA- Seq data analysis

Adapters sequences were trimmed using TrimGalore v0.6.2 (https://github.com/FelixKrueger/TrimGalore; Krueger, 2022). N = 3 biological replicates were sequenced per genotype at 3dpp, and n = 2 at 10dpp. Paired-end reads were mapped using STAR_2.6.1 a (Dobin et al., 2013) allowing 4% of mismatches. Gencode vM13 annotation was used to quantify gene expression using quantification mode from STAR. Normalization and differential gene expression were performed using EdgeR R package (v3.22.3) (Robinson et al., 2010). Genes were called as differentially expression if the fold discovery rate (FDR) is lower than 10%.

### Statistical analyses

Significance of obtained data was determined by performing one-way or two-way ANOVA test or two-tailed unpaired, nonparametric Mann Whitney *t*- tests using GraphPad Prism6 software. p values were considered as significant when p ≤ 0.05. Data points are denoted by stars based on their significance: ****: p ≤ 0.0001; ***: p ≤ 0.001; **: p ≤ 0.01; *: p ≤ 0.05.

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. RNA-Seq data have been deposited in GEO under accession code GSE153265. The following dataset was generated: GlaserJ IranzoJ BorenszteinM MarinucciM GualtieriA JouhanneauC TeissandierA Gaston-MassuetC Bourc'hisD 2021RNA-seq of whole hypothalamus in WT and Zdbf2-KO neonatesNCBI Gene Expression OmnibusGSE15326510.7554/eLife.65641PMC880989235049495

How the deposited data were processed for this re-analysis (not part of the article)

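RNA-seq data of whole hypothalami from male mice were used, with 3 WT and 3 *Zdbf2*-KO animals at 3dpp and 2 WT and 2 *Zdbf2*-KO animals at 10dpp, 1 library per animal. Genotype, age and replicate number were taken from the sample labels and from the paper's methods. The authors trimmed adapters with TrimGalore v0.6.2, mapped paired-end reads with STAR 2.6.1a allowing 4% of mismatches, and counted reads per gene with the quantification mode of STAR and the GENCODE vM13 annotation of GRCm38. The deposited values are whole-number counts per gene, 1 column per library, which the authors did not normalize and in which replicates were not pooled. Which strand column was kept is not stated in the paper's text, so that genes overlapping others on the opposite strand are less certain. Of 36 genes named in the text and looked up for overlap, 29 share no exon base with another annotated gene. Gene names and coordinates come from GENCODE vM21, which is on the same genome build as the annotation of the authors. It held 50376 of the 50600 gene identifiers of each count table, and the other 224 were kept under their identifiers.

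The counts per library summed to between 25313436 and 42730627. These totals set the precision of low genes: a gene at 1 CPM rests on some 25 to 43 counts per library. Low *Xist* and clear *Ddx3y* and *Uty* counts in every library were checked against the male sex given in the paper. Replicates of the same genotype and age were compared by a chi-square per gene over genes with at least 20 counts in the pair. The RPKM columns of the paper's supplementary table were each closest to the library of the same name.

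Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were filtered with filterByExpr at its minimum count of 10, libraries were scaled by TMM, and genotypes were compared within each age by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest with default settings) with Benjamini-Hochberg adjustment at an FDR of 10%. The whole analysis was first run with the option legacy=FALSE of glmQLFit. The default call, which the design written before the data were examined gives, replaced it, and legacy=FALSE became one of the alternatives. In that first run the quasi-likelihood test called the same number of genes within each age, and the fit of all 10 libraries called more genes at 10dpp than the default call does. The interaction of genotype and age was tested in 1 fit of all 10 libraries.

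Sets of genes were summarised by their mean log2 fold change, tested with the rotation test fry, and compared with 10000 random lists matched on mean expression in 20 bins. The p-values of the 23 set tests were adjusted together. Genes within 1 Mb of a gene of interest formed regional sets. Comparisons of 3 animals against 3 used exact permutation tests, whose smallest two-sided p is 0.1. Levels are given in CPM, and log2 CPM used a prior count of 1. Log2 fold changes for fits with 1 library in a group, which give no test, used a prior count of 0.125 and a dispersion of 0.05.

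Before the data were examined, the following alternatives were set: no filter on low counts, at least 10 counts in every library, RLE or upper-quartile normalization, edgeR's likelihood-ratio and exact tests, DESeq2, all 10 libraries in 1 fit, the replicate number as a block, an FDR of 5%, and each replicate left out in turn. The labels number the replicates of each genotype, and the paper does not say that same-numbered animals were paired. Robust and legacy=FALSE forms of the quasi-likelihood test, and forms of the exact test with other dispersions, each also with other filters, were chosen after the data were seen. Genes named in the text were fixed in advance as the genes that the paper lists as differentially expressed, the 10 genes of Figure 6E, *Zdbf2*, up to 5 genes per age with the largest change among those past the threshold that the paper does not list and whose genotypes do not overlap in CPM, and for the closing section the members of written marker sets and the genes next to *Zdbf2*, *Npy* and *Ide*. The adjustment over the 10 genes of Figure 6E alone was not among the choices set in advance, and the figure includes *Npy*, which the authors had found lower in the same libraries. Any other gene is said to have been chosen after its values were seen.

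The tests were checked on counts simulated from the means and library sizes of the real libraries. In them 200 genes were changed and a set of 15 other genes was lowered by a log2 fold change of 0.5. The 200 genes had absolute log2 fold changes of 0.5, 1, 2 and 3, with 50 genes at each size. At 3dpp, the quasi-likelihood test was run on 17350 simulated genes and called 234 genes, 183 of them among the 200 and 39 among genes left unchanged, and the exact test called 267, 187 of them among the 200 and 67 among genes left unchanged. The remaining calls are members of the lowered set. At 10dpp, on 17803 simulated genes, the quasi-likelihood test called 221 genes, 185 of them among the 200 and 25 left unchanged. Of the 50 genes changed by 0.5, the quasi-likelihood test called 35 at 3dpp and 37 at 10dpp. A small number of changed genes with changes of 0.5 or less was not simulated, so these numbers do not give the power for that case. Body weights, RT-qPCR, immunofluorescence and hormone measurements of the paper were not analysed here.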

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

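The tests of choroid plexus markers at 10dpp, of astrocyte markers at 3dpp and of maturation were set before the data were examined, and the tests of choroid plexus markers at 3dpp, of gene length and of *Sem1* were chosen only after the results were seen.

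Choroid plexus markers that the paper does not discuss were lower in *Zdbf2*-KO. At 10dpp, 20 of 21 such markers fell, with a mean log2 fold change of -0.66 (SD 0.82 over genes), and 0% of 10000 random lists matched on expression had a lower mean. The rotation test across the libraries gave an unadjusted p-value of 0.173 and 0.433 after adjustment over 23 sets. The mean log2 CPM of these markers was 2.73 and 2.24 in the WT libraries and 1.56 and 2.06 in the *Zdbf2*-KO libraries. A candidate explanation for these markers and for the choroid plexus genes in the paper's list is unequal choroid plexus tissue in the dissections. Its test, the share of random lists with a lower mean (0%), is the observation itself, and any cause that lowers these markers would give the same value, so that it does not single out the dissections. For the other explanation, a genotype effect present at both ages, the prediction was met by the mean of the markers: at 3dpp 14 of 17 tested markers were lower, with a mean of -0.24, and 0.07% of random lists had a lower mean. The 3dpp libraries of the genotypes overlapped, with 1.84, 1.78 and 2.27 in WT and 1.58, 1.88 and 1.79 in *Zdbf2*-KO. The rotation test gave an unadjusted p-value of 0.155. Among the WT libraries only replicate 3 (2.27) lay above every *Zdbf2*-KO library, so that the lower mean at 3dpp leaned largely on 1 animal. Single genes that fell at 10dpp, all named after their values were seen, went both ways. *Ttr* had a 3dpp log2 fold change of 0.28 (standard error 0.43, -3.61 at 10dpp). The values were 0.13 for *Folr1* (0.26, -1.93), 0.19 for *Clic6* (0.17, -0.89), 0.07 for *Car12* (0.24, -1.15) and -0.03 for *Aqp1* (0.35, -2.32). These genes did not clearly move at 3dpp. Others fell at both ages, with -0.43 at 3dpp and -0.61 at 10dpp for *Kl*, -0.39 and -0.41 for *Lbp*, and -0.34 and -0.33 for *Slc13a4*. Single genes therefore do not decide for or against 1 effect at both ages. Dissection and genotype cannot be told apart in these libraries, and normalization did not move the result, as RLE and upper-quartile scaling gave -0.66 and -0.67 at 10dpp.

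Astrocyte markers other than *Sparcl1* and *Agt* were lower in *Zdbf2*-KO at 3dpp in 12 of 13 cases, with a mean log2 fold change of -0.22, and 0% of the random lists had a lower mean. The rotation test gave an unadjusted p-value of 0.182, and 0.433 after adjustment over 23 sets. The mean log2 CPM of the markers was 6.85, 6.62 and 6.99 in WT and 6.46, 6.63 and 6.74 in *Zdbf2*-KO, so that the genotypes overlapped. Fewer or less mature astrocytes may lie behind the lower *Sparcl1* and *Agt*, since the markers fell below all random lists (0% lower), but a different share of astrocytes in the dissected tissue predicts the same fall and was not separated from it. At 10dpp the mean was -0.05, with 11 of 13 markers lower, 1.42% of random lists lower and a rotation test unadjusted p-value of 0.159, so that a shift across animals is not established at either age. A general delay of maturation was tested and the correlation between the genotype effect and the WT change with age was close to 0, with a mean Pearson r of -0.0035 across genes over the 6 divisions of the WT libraries, ranging from -0.0793 to 0.0856. The sign of r depended on the division, and the WT change with age cannot be told apart from a change of sequencer. A correlation over all genes also cannot test a delay limited to some cells, so that a delay is not ruled out.

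The libraries of *Sem1* were ordered in opposite directions at the 2 ages. Every *Zdbf2*-KO library was higher than every WT library at 3dpp (log2 fold change 0.07, standard error 0.0469, unadjusted p-value 0.151, so that a rise is not established), and every one was lower at 10dpp (-0.33), a difference of -0.40. By chance alone, groups of 3 against 3 separate in 10% of genes. With 2 animals against 2 at 10dpp, the separation of *Sem1* had a two-sided exact permutation p-value of 0.333, so that it carries little weight. The interaction of genotype and age had a log2 fold change of -0.40 (standard error 0.0761, unadjusted p-value 0.00017, adjusted p-value 1.00 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fails the correction. The likelihood-ratio test of edgeR called *Sem1* for this interaction and DESeq2 did not. Both tests also called *Gm10736* and *Gaa*, and DESeq2 called *Rpl39*, with *Gaa* named after its values were seen. *Gm10736* and *Rpl39* had interactions of -0.62 and -0.54, but their libraries of the genotypes overlapped at 3dpp. Gene length bias was tested on *Rpl39*, *Sem1* and *Gm10736*, which were lower together at 10dpp, and correction for a trend over gene length left their mean log2 fold change at -0.42 against -0.43 before it, so that a length bias which the trend does not capture cannot be told apart. The 99.8% of tested genes with a known length showed a Spearman rho of 0.0852 between length and log2 fold change at 10dpp, across genes. No biological explanation beyond age was tested for *Sem1*, and a difference between sequencers cannot be told apart from age.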

How the results depend on the processing

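Alternatives set before the data were examined are given first, and those chosen after the data were seen are named as such. The cause was not tested for any change given here.

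At 3dpp the count of genes past an FDR of 10% was 0, with 1057 at an unadjusted p-value under 0.05. It stayed at 0 with at least 10 counts in every library (1009 at the unadjusted threshold), with RLE (1062) and upper-quartile (1066) normalization, with all 10 libraries in 1 fit (1209) and at an FDR of 5%. It was 326 without the filter on low counts, of which 264 were lower and 62 higher in *Zdbf2*-KO, 16 with edgeR's likelihood-ratio test, 14 with edgeR's exact test and 13 with DESeq2, and from 0 to 2 across the 6 fits that each left out one replicate. The 2 genes called without WT replicate 1, *Mfge8* and *Mt2*, are named after their values were seen and are not in the paper's list. The quasi-likelihood fits differed in their prior degrees of freedom, which were 6.24 with the filter at 3dpp, infinite without it, and 10.4 without it under legacy=FALSE, the setting chosen after the data were seen that called 0 genes.

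At 10dpp the count was 1, with 399 at an unadjusted p-value under 0.05. It stayed at 1 with at least 10 counts in every library and with both other normalizations. It was 106 without the filter, 20 with the likelihood-ratio test, 18 with the exact test, 8 with DESeq2, 0 with all 10 libraries in 1 fit (417 at the unadjusted threshold) and 0 at an FDR of 5%. Leaving out a 10dpp replicate leaves 1 library in a group, so no call was made there. Genes called at both ages numbered 16 without the filter and 0 with the likelihood-ratio test, the exact test and DESeq2, and where 0 genes were called at 3dpp the number is 0 by itself. Genes with an interaction of genotype and age numbered 0 (558 at the unadjusted threshold), 108 without the filter, and 3 each with the likelihood-ratio test and DESeq2.

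Chosen after the data were seen, legacy=FALSE and robust forms of the quasi-likelihood test gave 0 genes at 3dpp and 1 at 10dpp with the filter or with at least 10 counts in every library. Without the filter, legacy=FALSE gave 0 and 0, robust with legacy=FALSE 1 and 1, and robust alone 129 and 52 genes at 3dpp and 10dpp. Also chosen after the data were seen, the exact test with dispersions estimated without a design matrix gave 16 and 18, and with tagwise dispersions 17 and 23. Without the filter, the exact test gave 12 and 15, without a design matrix 11 and 15, and with tagwise dispersions 13 and 17. With at least 10 counts in every library these numbers were 12 and 15, 13 and 15, and 15 and 20.

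The replicate number as a block gave 0 genes at 3dpp (1182 at an unadjusted p-value under 0.05) and 0 at 10dpp (417). Same-numbered animals did not deviate together, with a mean correlation of 0.0035 at 3dpp and -0.0086 at 10dpp across genes. With the block, the mean log2 fold change of the positive regulators of food intake was -0.23 (rotation test unadjusted p-value 0.0177) and that of the negative regulators 0.06 (0.838), and that of the choroid plexus markers at 10dpp -0.68 (0.363).

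The positive regulators of food intake had a mean log2 fold change of -0.24 at 3dpp, and this remained negative under every alternative run, from -0.28 to -0.17 across the 6 fits that each left out one replicate, 4 of which had a rotation test p-value above 0.05. Their median was -0.12, and without *Npy* and *Agrp* the mean was -0.0652 (rotation test unadjusted p-value 0.396). The mean of the negative regulators, 0.06, ranged from -0.0058 to 0.12 with one replicate left out, negative only without *Zdbf2*-KO replicate 1. The difference of both means, 0.29, ranged from 0.26 to 0.35 with one replicate left out, was 0.21 between medians and 0.12 without *Npy* and *Agrp*. The choroid plexus markers at 10dpp, with a mean of -0.66, ranged from -0.98 to -0.36 with one replicate left out. With all 10 libraries in 1 fit the mean was -0.66 and the rotation test gave an unadjusted p-value of 0.0248 in place of 0.173.

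*Zdbf2* in WT was lower at 10dpp than at 3dpp by a log2 fold change of -0.79, with -1.03 to -0.60 when one replicate was left out. Among single genes, *Pmch* at 3dpp ranged from -0.26 to 0.0341 with one replicate left out, positive only without WT replicate 1. *Ide* at 3dpp, at -0.03, ranged from -0.29 to 0.22 and was positive without WT replicate 2 (0.09), WT replicate 3 (0.15) and *Zdbf2*-KO replicate 3 (0.22). *Btaf1* at 3dpp, at -0.05, ranged from -0.22 to 0.12 and was positive without the same replicates (0.05, 0.05 and 0.12). Of the other results for single genes, 93 passed the threshold only under the alternative, 2 lost it (*Ide* at 10dpp with all libraries in 1 fit and with the block), and 15 at 10dpp moved by more than the spread between replicates when a replicate was left out. Signs at 10dpp depended on single animals more often: of the 22 genes named at both ages, 16 changed sign at 10dpp when one replicate was left out, among them *Npy* (-0.21 to 0.17), *Agrp* (-0.57 to 0.28), *Zdbf2* (-0.0138 to 0.43), *Sparcl1* (-0.11 to 0.03), *Pla2g3* (-0.19 to 0.08) and *Fendrr* (-0.36 to 0.14).

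Unstranded counts were not run, because each count table holds 1 column. *Agrp* at 10dpp had 35 to 59 counts per library and a standard error of 0.346, and counting noise was not separated from variation between animals.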

Differences from the paper's values

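At 3dpp, 0 genes passed an FDR of 10% in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 1057 at an unadjusted p-value under 0.05, against the paper's 11. Of the alternatives set before the data were examined, edgeR's likelihood-ratio test (16 genes), edgeR's exact test (14 genes) and DESeq2 (13 genes) gave a count within 1.5 times the paper's, and called 11, 11 and 9 of its 11 genes. The gap remained without the filter on low counts (326 genes, including all 11), with at least 10 counts in every library, with RLE or upper-quartile normalization, with all 10 libraries in 1 fit, with the replicate number as a block and at an FDR of 5% (0 genes each), and with each replicate left out in turn (0 to 2 genes). Among settings chosen after the data were seen, the exact test gave 16 genes with dispersions estimated without a design matrix (including all 11) and 17 with tagwise dispersions (including all 11). Without the filter, and also chosen after the data were seen, the exact test gave 12, without a design matrix 11 and with tagwise dispersions 13 genes, each including 7 of the paper's genes. With at least 10 counts in every library, likewise chosen after the data were seen, it gave 12, 13 and 15 genes, each including 10 of the paper's. The robust quasi-likelihood test without the filter, chosen after the data were seen, gave 129 genes including all 11, and with legacy=FALSE as well 1 gene, *Sparcl1*, which the paper lists.

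At 10dpp, 1 gene (*Ide*) passed the same threshold, against 16 genes in the paper's supplementary table. Of the alternatives set before the data were examined, the likelihood-ratio test (20 genes, including all 16) and the exact test (18 genes, including all 16) gave a count within 1.5 times the paper's. The gap remained with DESeq2 (8 genes, 6 of them in the paper's list), without the filter (106 genes, including all 16), with at least 10 counts in every library, RLE or upper-quartile normalization (1 gene each), and with all libraries in 1 fit, the replicate number as a block or an FDR of 5% (0 genes each). Chosen after the data were seen, the exact test gave 18 genes without a design matrix (all 16) and 23 with tagwise dispersions (15 of the 16). Without the filter, and chosen after the data were seen, these forms of the exact test gave 15, 15 and 17 genes (13 of the 16 each), and with at least 10 counts in every library 15, 15 and 20 genes (15, 15 and 14 of the 16). The robust quasi-likelihood test without the filter, chosen after the data were seen, gave 52 genes with 15 of the 16.

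All log2 fold changes of the genes that the paper lists had the paper's sign. The largest difference from its values was 0.0108 at 3dpp and 0.0330 at 10dpp with the quasi-likelihood test. With the exact test, the largest difference was 0.00037 at 3dpp and 0.0042 at 10dpp, and the highest adjusted p-value among the paper's genes was 0.0746 and 0.0872, with Benjamini-Hochberg adjustment. Under that test *Dpt*, *Tbr1* and *A2m* at 3dpp and *Defb11* and *Prr32* at 10dpp also passed an FDR of 10%, genes named here after their values were seen, which the paper does not list.

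The paper states that none of the genes misregulated at 3dpp were misregulated at 10dpp, and 0 genes passed the threshold at both ages here, which tests nothing, since 0 genes passed it at 3dpp. The same holds for the alternatives with 0 genes at 3dpp. Of the alternatives set before the data were examined that called genes at both ages, the likelihood-ratio test, the exact test and DESeq2 gave lists sharing 0 genes, and the fit without the filter gave lists sharing 16. The fits without the filter had infinite prior degrees of freedom at both ages, so that these 16 genes are weak evidence of an overlap. The paper describes negative regulators of food intake as higher in *Zdbf2*-KO, and *Cck* had a log2 fold change of -0.18. It describes positive regulators as tending to be lower, and *Hcrt* had a log2 fold change of 0.06. The paper states, from RT-qPCR normalized to housekeeping genes, that *Zdbf2* transcripts rose progressively in the hypothalamus after birth up to 2 to 3 weeks. In the WT libraries, which come from other animals and are scaled by library size, *Zdbf2* had a log2 fold change of -0.79 at 10dpp against 3dpp, the opposite direction. Age and sequencer cannot be told apart in these libraries, so that this value does not decide against the paper's time course. The log2 fold change of *Zdbf2* was negative under every alternative run for it that was set before the data were examined, none of which separates age from sequencer.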

Other observations

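The tests of the genes next to *Ide*, *Tra2a* and *Zdbf2*, of maturation and of other divisions of the 3dpp libraries with the quasi-likelihood test were set before the data were examined. The tests of the exact test over other divisions, of meningeal, cortical and arcuate markers, of *Ide* within genotypes and of the sequencers were chosen only after the results were seen.

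*Ide* was the only gene past an FDR of 10% at 10dpp, and *Btaf1*, 1 of the paper's 16 genes, lies near it on chromosome 19 (36926079 to 37012752). A variant of the region that differs between animals is a candidate explanation. The genes next to *Ide* and *Btaf1* had a mean log2 fold change of -0.0592 at 10dpp, a value that taken alone speaks against a shift of the whole region. However, 1 of these 4 genes, *Fgfbp3*, singled out after its values were seen, had a log2 fold change of -0.40, the same as *Btaf1*, while *Cpeb3* and *March5*, which lie between *Btaf1* and *Ide*, had 0.09 and 0.03, so a variant that spares those genes cannot be told apart. At 3dpp, animals of the same genotype differed by more than the genotypes did at 10dpp: the largest log2 ratio of *Ide* between animals of the same genotype was 1.06, against -0.58 between genotypes at 10dpp, and that of *Btaf1* was 0.62 against -0.40. The levels at 3dpp of *Ide* were 78.0, 151.6 and 162.5 CPM in WT and 153.5, 151.8 and 79.5 CPM in *Zdbf2*-KO. *Btaf1* had 46.3, 70.7 and 71.2 CPM in WT and 68.7, 67.7 and 46.0 CPM in *Zdbf2*-KO, and *Fgfbp3* had 14.1, 25.5 and 26.8 CPM in WT and 23.01, 23.6 and 14.3 CPM in *Zdbf2*-KO. The same 2 animals, WT replicate 1 and *Zdbf2*-KO replicate 3, had the lowest levels of all 3 genes. Between animals of the same genotype at 3dpp, the log2 range was 0.0465 in WT and 0.171 in *Zdbf2*-KO for *Cpeb3*. For *March5* it was 0.108 and 0.0980. The animals fall into separate clusters, so that a correlation over them was not computed. Differences between animals unrelated to the genotype may therefore account for the lower *Ide* and *Btaf1* among 2 animals per genotype.

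The 10 divisions of the 6 libraries at 3dpp into 3 against 3, of which 1 is the division by genotype and 9 are others, were tested in the same way. With the quasi-likelihood test, all 10 divisions gave 0 genes past an FDR of 10%, so that the comparison (4 of 4 divisions that part every same-numbered pair with as many genes) is one with a count of 0 and tests nothing. At an unadjusted p-value under 0.05, 3 of the 9 other divisions gave at least as many genes as the real one. With edgeR's exact test, the real division gave 14 genes and the 9 others from 0 to 276, of which 4 gave at least 14. Of the 4 divisions that part every same-numbered pair, 2 gave at least 14 genes, the real one and 1 of 3 others. The remaining 6 divisions each part 1 same-numbered pair. With 4 or 10 divisions, a share under 0.05 is out of reach, so that the genes called by the exact test cannot be told apart from an accidental division of the animals. At 10dpp, both other divisions of the 4 libraries gave 15 and 7 genes with the quasi-likelihood test, against 1 for the genotypes, and 82 and 85 with the exact test, against 18. In 20 simulations per age in which no gene was changed, the exact test called a median of 16 genes at 3dpp (4 to 31) and 21 at 10dpp (9 to 30), and the quasi-likelihood test a median of 1 (0 to 8) and 7 (1 to 24).

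With edgeR's exact test, *Dpt*, *A2m* and *Tbr1*, named after their values were seen, were also called at 3dpp. Sets of 14 meningeal and 9 cortical markers were written only after lists of called genes had been seen, and those lists held 14 of the meningeal and 5 of the cortical markers. The sets had a mean log2 fold change of -0.64 (meningeal) and, for the 8 cortical markers tested at 3dpp, 1.25% of random lists with a lower mean. Because the markers were not chosen independently of their values, these means and shares show nothing for or against unequal meningeal or cortical tissue in the dissections. By library, the mean log2 CPM of the meningeal markers at 3dpp was 4.38, 4.28 and 5.55 in WT and 3.72, 4.58 and 4.20 in *Zdbf2*-KO. Only WT replicate 3 lay above every *Zdbf2*-KO library, so that the lower meningeal mean leaned largely on 1 animal. The same animal had the highest choroid plexus (2.27) and astrocyte (6.99) means at 3dpp.

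A smaller share of arcuate nucleus in the dissections would lower *Npy* and *Agrp* and is a candidate explanation for both. The 10 arcuate and neuroendocrine markers other than *Npy* and *Agrp* that were written before the data were examined had a mean log2 fold change of 0.04 at 3dpp, and 83.59% of random lists had a lower mean. Several of them, among them *Avp*, *Oxt*, *Crh*, *Trh* and *Gnrh1*, are not specific to the arcuate nucleus, and *Gnrh1* (0.63) and *Th* (0.30) raise the mean. A set of 5 arcuate markers chosen after some of its values were seen had a mean of -0.04 and a median of -0.12, with 3 of 5 lower and 39.25% of random lists lower. The first set replaced the second as the deciding one after the second's result was seen, and neither fell below 95% of the lists, but these markers cannot rule out less arcuate nucleus tissue.

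*Tra2a* and *Npy* lie within 1 Mb of each other on chromosome 6. The other genes within 1 Mb of either had a mean log2 fold change of -0.0013 at 3dpp (SD 0.21 over genes, from -0.54 to 0.63). As *Tra2a* rose and *Npy* fell, a mean cannot test an effect of mixed sign, and a regional effect cannot be told apart. *Zdbf2* counts were higher in *Zdbf2*-KO, and the other genes within 1 Mb of it had a mean of -0.0086, with 9 of 14 lower, so that they did not rise together with it. The next protein-coding gene downstream, *Adam23*, had a log2 fold change of -0.12 at 3dpp (unadjusted p-value 0.0391, adjusted p-value 0.815 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every *Zdbf2*-KO library below every WT library, which by chance happens in 1 direction or the other in 10% of genes, and -0.01 at 10dpp. The imprinted genes other than *Zdbf2* had a mean of -0.04 at 3dpp, with 16 of 31 lower, 0.36% of random lists lower, and a rotation test unadjusted p-value of 0.188.

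*Zdbf2* in WT had a log2 fold change of -0.79 at 10dpp against 3dpp (standard error 0.102, adjusted p-value 3.56e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 7.59% of genes fell by as much. This direction is opposite to the rise after birth that the paper states from RT-qPCR on other animals, a measure with another normalization. Across the alternatives with a test, the adjusted p-value ranged from 1.6e-35 to 0.000163. By the labels, libraries of each age came from a single sequencer, and 0 ages had libraries from more than 1, so that a difference between sequencing batches could not be told apart from age.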
